# Differential miRNA expression in inherently high- and low-active inbred mice

**DOI:** 10.14814/phy2.12469

**Published:** 2015-07-29

**Authors:** Michelle Dawes, Kelli J Kochan, Penny K Riggs, J Timothy Lightfoot

**Keywords:** miRNA, physical activity, wheel running

## Abstract

Despite established health benefits of regular exercise, the majority of Americans do not meet the recommended levels of physical activity. While it is known that voluntary activity levels are largely heritable, the genetic mechanisms that regulate activity are not well understood. MicroRNAs (miRNAs) are small non-coding RNAs that inhibit transcription by binding to a target gene, inhibiting protein production. The purpose of this study was to investigate differential miRNA expression between inherently high- (C57L/J) and low- (C3H/HeJ) active inbred mice in soleus, extensor digitorum longus (EDL), and nucleus accumbens tissues. Expression was initially determined by miRNA microarray analysis, and selected miRNAs were validated by qRT-PCR. Expression of 13 miRNAs varied between strains in the nucleus accumbens, 20 in soleus, and eight in EDL, by microarray analysis. Two miRNAs were validated by qRT-PCR in the nucleus accumbens; miR-466 was downregulated (∼4 fold; *P* < 0.0004), and miR-342-5p was upregulated (∼115 fold; *P* < 0.0001) in high-active mice. MiR-466 was downregulated (∼5 fold; *P* < 0.0001) in the soleus of high-active mice as well. Interestingly, miR-466 is one of several miRNA families with sequence located in intron 10 of *Sfmbt2*; miRNAs at this locus are thought to drive imprinting of this gene. “Pathways in cancer” and “TGF*β* signaling” were the most significant pathways of putative target genes in both the soleus and nucleus accumbens. Our results are the first to consider differential miRNA expression between high- and low-active mice, and suggest that miRNAs may play a role in regulation of physical activity.

## Introduction

There is a strong genetic component to the regulation of daily activity, with common environment accounting for only 3–6% of the variation (for review see Lightfoot 2011). Several potential candidate genes with regulatory roles in voluntary activity have been proposed, although none have shown a dramatic impact on phenotype (Lightfoot 2011). Thus, it is more likely that voluntary activity is regulated by many genes and/or many biological mechanisms, each with small effects. Our past work has led to speculation that intragenic, non-coding regions of the genome may function in regulation of the coding genes involved in innate physical activity levels (Lightfoot et al. 2010). Therefore, regulatory mechanisms such as microRNAs (miRNAs) that arise from these intragenic areas, are of interest in relation to complex phenotypes, and to date, have not been examined in relationship to voluntary physical activity levels.

MiRNAs are short sequences (∼22 nucleotides) of non-coding RNA that regulate gene expression post-transcriptionally by binding to a target mRNA sequence. This binding creates a physical block, preventing translation machinery from progressing down an mRNA strand, or by degrading the mRNA strand and preventing protein production altogether. Inside the nucleus, the “pri-miRNA” is transcribed from a sequence within intronic regions of DNA, which is cleaved and exported to cytoplasm as a single-loop structure referred to as the pre-miRNA (mir; (Cullen 2004)). Finally, the mature miRNA (miR) is single-stranded and produces a primary and secondary (denoted with *) sequence (Ambros et al. 2003). Strongly associated miRNA sequences are designated with suffixed letters, for example, miR-466b and miR-466d, which while quite similar, are derived from separate precursor sequences (Ambros et al. 2003).

MiRNAs have been shown to be responsive to exercise training, in both humans and mice, mostly in skeletal muscle (termed “myomirs”) and to a limited extent, blood plasma. Endurance training (Aoi et al. 2010; Baggish et al. 2011; Keller et al. 2011; Bye et al. 2013; Tonevitsky et al. 2013; Uhlemann et al. 2014) affects expression of different miRNAs than those identified in resistance exercise protocols (McCarthy and Esser 2007; Drummond et al. 2008; Davidsen et al. 2011; Sawada et al. 2013). Additionally, differential expression of some miRNAs occur immediately post-acute exercise bout, while other changes are not observed until weeks into training. Thus, alteration of miRNAs as a response to exercise stimulus is becoming well established. However, there has been much less work performed to suggest that miRNAs regulate the response to exercise. Davidsen et al. (Davidsen et al. 2011) evaluated miRNAs that differed between high and low responders to a 12 week resistance training protocol and showed that expression of miRNAs 378, 29a, 26a was diminished in individuals who were low responders, but did not change in high responders, while expression of miR-451 increased only in low responders. These authors also observed a correlation with abundance of miR-378 and muscle mass. Therefore, endogenous miRNA levels may contribute to individual variation in exercise response leading us to hypothesize that inherent miRNA expression may contribute to the regulation of physical activity levels as well.

Exercise capability through skeletal muscle function is only a part of the voluntary activity puzzle. The nucleus accumbens is considered the central reward center in the brain and was determined by previous work in our laboratory to be a potential site of activity regulation (Knab et al. 2009a, 2012; Ferguson et al. 2013). Dreyer (Dreyer 2010) also suggested that miRNAs played a role in drug addiction and brain neuroplasticity, often affecting the mesolimbic dopaminergic pathway. Knab et al. (Knab et al. 2009a) showed that decreased dopaminergic activity in the nucleus accumbens (which is a part of the mesolimbic pathway) is associated with increased activity levels in high-active mice, accompanied by lower D1 receptor and tyrosine hydroxylase expression levels. Some of these midbrain specific miRNAs involved with addiction are also involved with neurodegenerative ailments including Parkinson’s disease. Kim et al. (Kim et al. 2007) established that a miRNA expressed in brain dopaminergic neurons was diminished in Parkinson’s patients. Therefore, miRNAs may affect the endogenous central command drive to be active as well.

The purpose of this study was to determine whether systemic miRNA expression differences between inherently high-active and low-active mice can be observed in the brain (nucleus accumbens) and peripheral musculoskeletal (soleus and EDL) tissues. Knowledge of miRNA variability between high- and low-active mice will provide insight into the genetic regulatory mechanisms potentially causing differing levels of activity between these strains.

## Methods

Our laboratory has repeatedly shown that C3H/HeJ inbred mice are low-active, with an average daily wheel running distance of 2.93 ± 0.57 km, and C57L/J inbred mice are high-active, running 7.95 ± 0.96 km on average daily (Lightfoot et al. 2004, 2008, 2010). Additionally, Knab, et al. (Knab et al. 2009b) showed voluntary wheel running within these strains is highly repeatable. In the current study, 12 (6♂, 6♀) C57L/J and 12 (6♂, 6♀) C3H/HeJ mice that were 8-weeks old (56 days; Jackson Labs, Bar Harbor, ME) were housed individually. Previous work from our laboratory has indicated that gene expression within strain can be altered by running-wheel exposure (Dawes et al. 2014), and thus mice in this study were housed with a “locked” running wheel (450 mm circumference, Ware Manufacturing, Phoenix, AZ) to provide the same enrichment environment without running activity and eliminating the potential for activity-induced changes in the miRNA profile. Food (Harland Tekland 8604 Rodent Diet, Madison, WI) and water were provided ad libitum. All mice were housed in the same room of the university vivarium with 12 h light/dark cycles and with temperature and humidity maintained at 19–21°C and 40–50%, respectively. After 1 week, the mice were anesthetized with 2–4% isoflurane and subsequently euthanized. The nucleus accumbens, soleus, and EDL muscle were harvested and flash frozen in liquid nitrogen, and then stored at −80°C for later analysis. Body composition was analyzed prior to sacrificing using the Lunar Piximus DEXA (dual-energy X-ray absorptiometry) instrument (Fitchberg, WI). All procedures were approved by the Texas A&M University Institutional Animal Care and Use Committee.

Total RNA was extracted from nucleus accumbens, soleus, and EDL using the Qiagen miRNeasy kit (Qiagen, Valencia, CA), with inclusion of the on-column DNA treatment, according to the manufacturer’s instructions. RNA was quantified on a Nanodrop 1000 spectrophotometer (Thermo Scientific, Waltham, MA) and quality of RNA was assessed with an Agilent 2100 Bioanalyzer (Santa Clara, CA). Samples were chosen for arrays based on RNA integrity number (RIN) number and evaluation of the electropherogram provided by the Bioanalyzer, with samples having a RIN quality value of >7.5. Four male high-active and four male low-active samples from each tissue were evaluated by miRNA microarray (24 arrays total), assigned to an array at random. Agilent mouse miRNA microarrays (miRbase 17.0) – one color arrays with cyanine 3-Cp labeling – were used to detect global differential expression of miRNAs between high- and low-active animals from each of the three tissues. One hundred nanograms of total RNA in 2 *μ*L was labeled and the entire mass of RNA was used in hybridization. Optional labeling and hybridization spike-ins were used, as suggested by the manufacturer, as well as the purification of labeled RNA on the Bio-Rad microbiospin columns (Hercules, CA). Additionally, glass array slides were immersed in Agilent’s washing and stabilization solution for protection against additional degradation by ozone. Arrays were immediately scanned with an Agilent G2505C Scanner at three micron resolution, using GEML file 035430_D_F_20121221 for feature extraction and the miRNA_107_Sept09 protocol. The extended range option was also used with the photo multiplier lower setting at 0.05.

Quality reports of individual arrays were evaluated; subsequently, some arrays were dismissed due to heterogeneity of probe expression across array. Data were analyzed via Agilent GeneSpring 12.5 GX software. Probes with expression less than background were considered “not detected” and were subsequently removed from the analysis in the nucleus accumbens and soleus files, and “edited” entity lists were manually imported into GeneSpring for further analysis. Statistical analyses were not affected by any “less than background” probes for the EDL. Retained arrays were separated by tissue and subsequently normalized by percentile shift and background noise of arrays was removed (“background” was considered as the bottom 20% signal intensity). A moderated t-test was used to identify differential miRNA expression between activity levels (as arrays were already separated by tissue) with the alpha value set a priori <0.05 and fold change (FC) ≥2.0. Benjamini-Hochberg false discovery rate (FDR) was also applied to account for multiple testing and the resulting statistical test was the “corrected *P*-value” which was defined as *P* < 0.05 (aka: *q*-value). All microarray information is MIAME (Minimum Information About a Microarray Experiment) compliant and has been deposited in NCBI’s Gene Expression Omnibus (Edgar et al. 2002), accessible through GEO Series accession number GSE56374 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56374).

Putative target genes of differentially expressed miRNAs were determined after GeneSpring analysis, incorporating predictions from TargetScan, PITA, PicTar, and/or microRNA.org, with miRNA to gene matching considered significant at *P* < 0.10. Putative target genes were then analyzed using DAVID (Database for Annotation, Visualization and Integrated Discovery v6.7; [da Huang et al. 2009] to determine predicted pathways and gene ontology (GO) terms, providing some insight into miRNA function. Putative target genes of soleus and EDL were also compared to differentially expressed proteins in soleus and EDL from a similar (age, living and harvesting conditions, no wheel, same number of each sex) cohort of C57L/J and C3H/HeJ mice from our laboratory, determined using two dimensional gel electrophoresis and subsequent mass spectrometry (Ferguson et al. 2014). MiRNAs warranting confirmation were selected by targets having similarity to differentially expressed proteins, and/or having a high fold change (FC) between strains, and/or GO terms with functional relevance to physical activity.

Validation of candidate miRNAs was carried out using Taqman® miRNA qRT-PCR assays (Life Technologies, Grand Island, NY). All miRNAs examined are listed in Table1. A fivefold RNA dilution series was performed to determine optimal quantity of input RNA into the reverse transcription reaction, for each assay in each tissue. RNA from three samples including both sexes and strains were combined to make a heterogeneous pool of RNA for the dilution series beginning with 200 ng total RNA. TaqMan® microRNA reverse transcription kit (cat. No. 4366596) and the miRNA specific RT primer were used for reverse transcribing the miRNA. RNA (200 ng, as determined from the standard curve) was input into all RT reactions, contained in 15 *μ*l, and cycled under the following conditions: 16°C for 30 min, 42°C for 30 min, and 85°C for 5 min. The PCR product was diluted 1:2 in 25 ng/*μ*L tRNA (Invitrogen, Carlsbad, CA) prior to qRT-PCR assays. Two *μ*L cDNA was combined with 10.0 *μ*L Taqman® universal PCR master mix - AmpErase® UNG (cat. No. 4324018), 1.0 *μ*L miRNA specific primer, and 7.0 *μ*L nuclease-free water in each qRT-PCR reaction. U6 snRNA and miR-99b-5p were used as endogenous reference miRNAs. MiR-99b-5p was selected for use as a reference as it was not differentially expressed on microarrays between activity levels (*P* = 0.94). 

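miR-99b-5p was measured well above background on every array of the nucleus accumbens, soleus and EDL, at much the same level in both strains. In the nucleus accumbens its log2 signal was 9.86 ± 0.23 (SD, n = 4) in high-active mice and 9.80 ± 0.12 (SD, n = 3) in low-active mice. The difference of 0.06 (standard error 0.158, adjusted p = 0.835 from limma) was smaller than the spread between mice. In the soleus the difference was 0.14 (standard error 0.163, adjusted p = 0.676) and in the EDL it was 0.10 (standard error 0.241, adjusted p = 0.943). These values are spot intensities scaled within each tissue to a common percentile and taken to log2. A p that misses the threshold does not show that the strains are equal, and the number of arrays limits how small a difference could be seen. From the absence of a strain difference on the arrays, the paper took this miRNA as a possible reference. It then settled the choice against U6 with its qRT-PCR values.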

The human analog of this assay, hsa-miR-99b-5p, was used (Table1). Additionally, the miR-466p-3p assay was used in place of the miR-466b-3p assay, as it was the most homologous assay available at the time (Table1). BLAST search of miR-466b-3p and miR-466p-3p showed that the sequences have 100% identity matching. qRT-PCR cycles were run in triplicate on an Applied Biosystems 7900HT Fast Real-Time PCR System (Carlsbad, CA). Amplification data were analyzed with Sequence Detection Software v. 2.2.2 (Applied Biosystems). Relative quantification was determined using the ΔΔCt method (Livak and Schmittgen 2001). The average ΔCt for all samples was used as the “reference” sample.

**Table 1:** miRNA associations and qRT-PCR assay information

miRNA family	Tissue miRNA evaluated in	miRNA validated by qPCR	Name of assay validated	Taqman assay ID
Small nuclear RNA	All	U6	miRNA, U6 snRNA	001973
mir-99	All	miR-99b-5p	hsa-miR-99b-5p	000436
mir-466	NA	miR-466d-3p	mmu-miR-466d-3p	002535
	Soleus	miR-466b-3p	mmu-miR-466p-3p	464896 mat
mir-342	NA	miR-342-5p	mmu-miR-342-5p	002527
mir-1960	Soleus	miR-1960	mmu-miR-1960	121148 mat

Describes the miRNA family of origin, tissue in which each miRNA was evaluated by qRT-PCR, and the name and Taqman ID of specific assay validated. Human miRNA 99b-5p was utilized as a control miRNA. MiR-466p-3p assay was used as miR-466b-3p in the soleus. Finally, as miR-466d-3p and miR-466b-3p are 100% matching, they are noted under the same miRNA family and referred to as simply miR-466 regardless of tissue of reference.

To determine whether U6 or miR-99b-5p were the most appropriate endogenous control to use, a modification to the ΔΔCt calculation was used to create a ratio (2^ΔCt^ with ΔCt = sample Ct − “reference”). Differential expression was then determined using a chi-square test for each miRNA assay in each tissue, as well as controls, with alpha values set a priori at 0.05 (JMP™ Pro10.0, SAS Institute, Cary, NC). Further analysis of the U6 and miR-99b-5p included calculation the coefficient of variation (CoV) for both potential endogenous controls within tissue. In all analyses, Ct values that were greater than 2.5 standard deviations away from the mean were considered outliers and eliminated from the dataset. If differential expression was observed, data were subsequently analyzed for sex differences.

## Results

No difference in percent body fat (*P* < 0.107; 14.2 g ± 1.8 g C3H/HeJ; 12.8 g ± 2.0 g C57L/J; mean ± SD) or weight (*P* < 0.178; 20 g ± 3.3 g C3H/HeJ; 21.7 g ± 3.7 g C57L/J; mean ± SD) was observed between the strains. The five microarrays removed due to poor signal quality included two low-active soleus, two high-active EDL, and one low-active nucleus accumbens. 

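The arrays measured mature miRNAs in 3 tissues of high-active (C57L/J) and low-active (C3H/HeJ) mice with a single dye. The 19 arrays analysed were 4 high-active and 3 low-active arrays of the nucleus accumbens, 4 and 2 of the soleus, and 2 and 4 of the EDL. They came from 8 mice, each giving 1 or more tissues, and lay on 3 slides, each of which held arrays of all 3 tissues. Each array carries 2889 probes for 1079 mouse miRNAs and 57 viral miRNAs, with 1 to 4 probes per miRNA and 10 to 40 spots per probe.

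In the nucleus accumbens, 398 to 442 miRNAs (median 424.5) were detected per high-active array and 409 to 445 (median 422) per low-active array. In the soleus, 313 to 361 (median 319.5) were detected per high-active array and 384 and 391 on the low-active arrays. In the EDL, 324 and 362 were detected on the high-active arrays and 295 to 388 (median 351.5) per low-active array. Both low-active soleus arrays were also brighter than all 4 high-active ones, with a 75th percentile of the commonly detected probes of 1206 and 1357 intensity units against 588 to 1001. The dimmest EDL array, at 480 units, was that of low-active mouse 195. The number of arrays limits the precision of every value.

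The deposited scanner files hold intensities per spot from Agilent's Feature Extraction software, background-subtracted but not normalized between arrays. The software also sums a signal per miRNA, in which every undetected miRNA stands at 0.1. According to the paper's methods, the authors then used GeneSpring for a percentile shift (the percentile is not named in the paper's text), removed the lowest 20% of signals and probes below background in the nucleus accumbens and soleus, and ran a moderated test with Benjamini-Hochberg correction.

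The values given here start from the spot intensities. Spots marked as outliers by the software, 4.04% to 7.03% per array, were left out and the others averaged per probe. Within each tissue, arrays were divided by their 75th percentile over the probes detected on all arrays of that tissue, floored at the signal a detected probe reaches at least on a typical array, and taken to log2. Each miRNA was read from its brightest probe. A miRNA was tested if it was detected on at least 3 arrays of the nucleus accumbens, 2 of the soleus or 2 of the EDL, which left 391, 342 and 330 miRNAs. limma compared high-active with low-active mice within each tissue, so a positive log2 fold change means a higher level in high-active mice, and a miRNA passed the test at an adjusted p under 0.05. Where a miRNA was not well above background on any array of one strain, its fold is a lower bound and is written "at least". The bound sets the mean of the brighter strain against, per dim array, the higher of the lowest signal well above background and the miRNA's own signal.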

Hsa-miR-99b-5p proved an adequate control assay for all three tissues, not differing in expression between strains within tissues (*P* = 0.69 for nucleus accumbens, *P* = 0.644 for EDL, and *P* = 0.225 for soleus). Although U6 was shown to be similar between strains in the soleus (*P* = 0.09) and EDL (*P* = 0.13), it was different between strains in the nucleus accumbens (*P* = 0.02). Table2 shows that in comparison to U6, miR-99b-5p had a smaller CoV overall, providing additional merit for use of miR-99b-5p as our endogenous reference miRNA. Therefore, all expression results are presented using miR-99b-5p as the reference miRNA.

**Table 2:** Variability of U6 and miR-99b as reference assays

Variability of U6 and miR-99b as reference assays				
	hsa-miR-99b		U6	
	*P*-value	C of V	*P*-value	C of V
Nucleus accumbens	0.69	0.40	0.024*	0.71
EDL	0.64	0.22	0.13	0.86
Soleus	0.23	0.23	0.09	0.21

The *P*-value and coefficient of variation (CoV) for each tissue using miR-99b and U6 as endogenous reference miRNAs. Hsa-miR-99b-5p proved an adequate control assay for all three tissues, not differing in expression between strains within tissues. Although U6 was shown to be similar between strains in the soleus, it was different between strains in the nucleus accumbens. The CoV was greater, in general, when using U6 as the reference miRNA, providing additional support for the use of miR-99b as our endogenous reference miRNA.

* Significantly different expression, *P* < 0.05.

Thirteen miRNAs were differentially expressed between strains (*P* < 0.05) by microarray analysis in the nucleus accumbens (Table3). 

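In the nucleus accumbens, a forebrain region of reward and motivation, 27 miRNAs passed the test, of which 4 were higher and 23 lower in high-active than in low-active mice. Both arms of miR-342, whose gene lies within Evl on chromosome 12, were among those that rose. miR-342-3p was 4.39-fold higher, at a log2 signal of 11.57 ± 0.20 (SD, n = 4) in high-active and 9.44 ± 0.15 (SD, n = 3) in low-active mice. miR-342-5p was not well above background on any low-active array and at least 4.38-fold higher in high-active mice. miR-376c-3p, from the imprinted Dlk1-Dio3 cluster on chromosome 12, was 2.72-fold higher. It passed as higher under 26 of 28 alternatives, but at an adjusted p under 0.05 it was lower with the scanner software's signal per miRNA (log2 fold change -1.04) and with settings near the methods (-0.94).

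The log2 fold change was 2.13 for miR-342-3p (standard error 0.149, adjusted p = 1.52e-04 from limma) and 1.44 for miR-376c-3p (standard error 0.113, adjusted p = 2.18e-04), and the adjusted p for miR-342-5p was 3.17e-05. On the 2 slides that held both strains, the difference in miR-342-3p was 2.32 and 2.23. Of the 57 members of the Dlk1-Dio3 cluster measured, miR-376c-3p rose, miR-134-5p and miR-770-3p fell by 0.65 and 0.72, and 54 did not pass, the same numbers as adjusted over the list alone. The cluster's median of -0.10 (adjusted p = 0.591 from camera) changed sign when arrays were scaled over all probes or not scaled.

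Of 6 measured miRNAs abundant in endocrine and neuroendocrine cells, 3 fell, or 4 when adjusted over the list alone, and none rose. miR-375-3p, known from pancreatic islets and the pituitary, fell by 1.13 on the log2 scale (standard error 0.202, adjusted p = 0.0167), miR-7a-2-3p by 1.19 (adjusted p = 0.0205) and miR-7b-5p by 0.89 (adjusted p = 0.0489), while miR-7a-5p had a log2 fold change of -1.11 (adjusted p = 0.0575). The mean of the 6 was -0.71. Against the other miRNAs its adjusted p was 0.0864 from camera, and the test that its members move, on balance, one way gave an adjusted p of 0.0105 from fry. miR-7 is also a miRNA of the brain itself. These calls depend on the processing. miR-375-3p passed as lower under 13 of 27 alternatives and turned upward without passing under 2, miR-7a-2-3p passed under 13 of 28 and miR-7b-5p under 5 of 28. Within the slide of low-active mouse 197 these 3 differed by -1.66, -1.39 and -1.18. There the red-cell miR-451a differed by -1.50 and the muscle miR-133a-3p by -2.45. Within the slide of low-active mouse 195 the values were -0.75, -0.64, -0.84, -0.18 and 0.40. Red-cell and muscle lists had medians of -0.90 and -0.76, and leukocyte, vascular and choroid plexus lists -0.10, 0.09 and 0.09. Whether other cells contribute was not tested.

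Other miRNAs that fell were miR-760-3p by 1.03, miR-298-5p by 0.95, miR-3099-3p by 0.91, miR-700-3p by 0.82 and miR-3107-5p by 1.23. Of their alternatives, they passed under 19 of 27, 11 of 27, 4 of 28, 10 of 28 and 7 of 28. None of the 20 brain-enriched miRNAs measured passed the test. Of the 4 brightest, miR-124-3p (0.16), miR-9-5p (0.26) and miR-128-3p (0.18) had a higher mean and miR-129-2-3p (-0.53, adjusted p = 0.133) a lower one. Of the 20, 12 had a higher and 8 a lower mean, and their median was 0.05 (adjusted p = 0.349 from camera). Epithelial miRNAs stood apart on single arrays. miR-200a-3p had a log2 signal of 11.85 to 13.08 on 3 high-active arrays and 6.06 on that of mouse 224, against 11.07 on the array of low-active mouse 197 and the floor on the other 2 low-active arrays. None of the 8 epithelial miRNAs passed, their median was 2.50, and the list was higher at an adjusted p of 0.00483 from camera (adjusted p = 0.797 with an estimated correlation). The muscle miRNA miR-133a-3p was at 9.35 on the array of low-active mouse 197 and at 6.77 to 7.32 on the other 6.

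At 2-fold or more, 15 miRNAs passed, 3 higher and 12 lower. At an adjusted p under 0.05 alone, the 27 became 13 with slide as a block and 8 to 17 when any 1 array other than that of mouse 225 was left out, while scaling over all probes gave 7 higher and 13 lower and no scaling gave 3 higher and 1 lower.

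**Figure D1:**
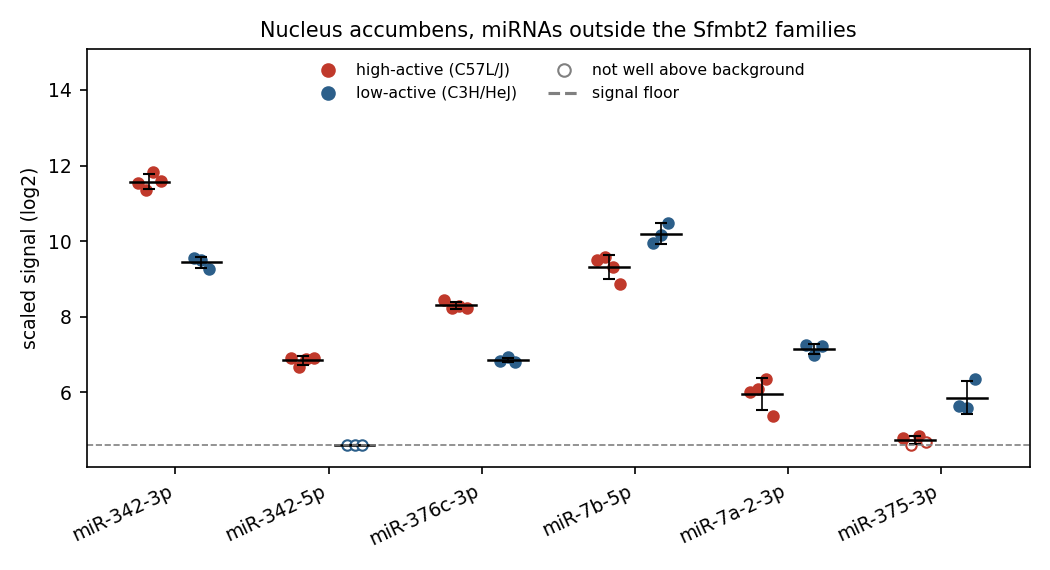
Log2 signal of miR-342-3p, miR-342-5p, miR-376c-3p, miR-7b-5p, miR-7a-2-3p and miR-375-3p on each nucleus accumbens array of high-active (n = 4) and low-active (n = 3) mice. Points are arrays, open where the miRNA was not well above background, bars are means with SD, and the dashed line is the signal floor. In each panel every high-active array lies on one side of every low-active array.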

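Most of the strongest decreases in the high-active nucleus accumbens were in one family group, the miR-297, miR-466, miR-467 and miR-669 families. In the reference annotation, 71 of the 81 mouse genes of these families lie within Sfmbt2 on chromosome 2. Of the 62 such mature miRNAs on the array, 18 were measured in the nucleus accumbens. In high-active mice 9 of these were lower, none was higher, and 9 did not pass the test, with the same count adjusted over the list alone. The study drew these families from these samples, so neither count is independent evidence of their direction.

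miR-467a-3p fell by 1.77 on the log2 scale (standard error 0.175, adjusted p = 4.51e-04 from limma), from 6.80 ± 0.13 (SD, n = 3) in low-active mice to 5.03 ± 0.28 (SD, n = 4) in high-active mice. miR-467b-5p fell by 1.47 (standard error 0.130, adjusted p = 2.26e-04), miR-669n by 1.45 and miR-669f-3p by 1.30. For 5 members no high-active array was well above background. miR-466b-3p was at least 2.78-fold lower in high-active mice (adjusted p = 1.52e-04), miR-467e-5p at least 2.23-fold, miR-467a-5p at least 2.19-fold, miR-297a-3p at least 1.96-fold and miR-467d-3p at least 1.59-fold. Among the brightest members, miR-466i-5p had a log2 fold change of -0.07 (adjusted p = 0.883), miR-467f of -0.27 (adjusted p = 0.507) and miR-466h-3p of -0.22 (adjusted p = 0.613). The annotation places the genes of miR-466i, miR-467f and miR-669n outside Sfmbt2 and that of miR-466h within it.

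The median of the 18 was -0.54, against -0.11 over all miRNAs tested, and is the same with the 5 members at their bounds, which all lie beyond it. The list was lower than the other miRNAs at an adjusted p of 1.81e-07 from camera (adjusted p = 0.472 with an estimated correlation), and its members moved, on balance, downward at an adjusted p of 0.00409 from fry. With slide as a block the median was -0.52 (adjusted p = 2.61e-07), and within the slides that held both strains it was -0.70 and -0.43. All 18 were lower, against 14 with scaling over all probes, 16 with quantile normalization, 10 without scaling, 17 with slide as a block and 12 within 1 slide. Without the array of low-active mouse 195, only 13 members were detected widely enough to be tested, and 9 of these were lower, with a median of -0.04 (adjusted p = 0.0311 from camera). Without any other array the median was -0.63 to -0.36.

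**Figure D2:**
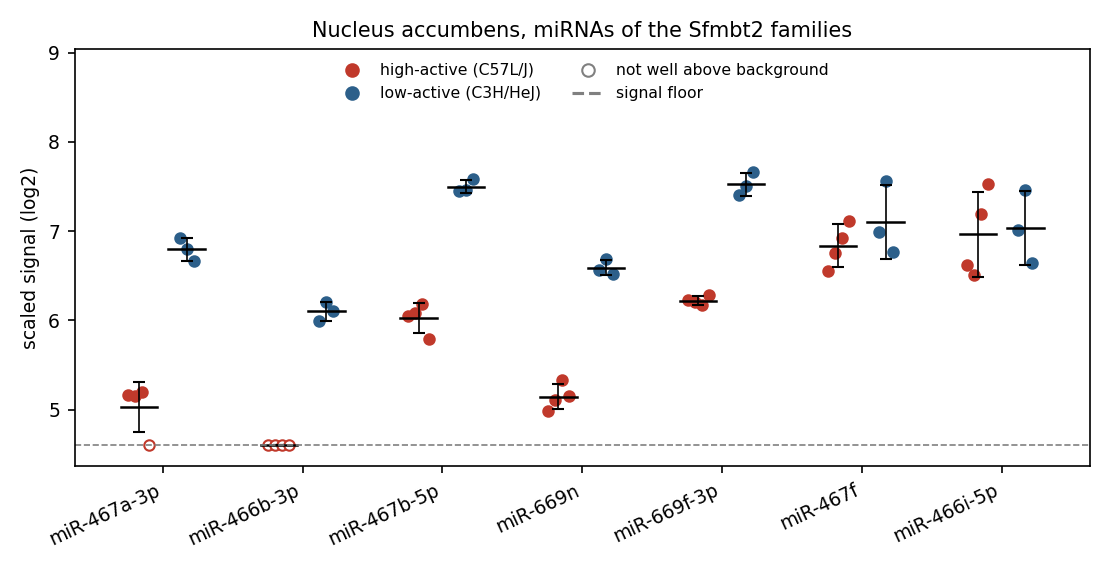
Log2 signal of miR-467a-3p, miR-466b-3p, miR-467b-5p, miR-669n, miR-669f-3p, miR-467f and miR-466i-5p on each nucleus accumbens array of high-active (n = 4) and low-active (n = 3) mice. Points are arrays, open where the miRNA was not well above background, bars are means with SD, and the dashed line is the signal floor. The strains are separated for the first 5 miRNAs and overlap for miR-467f and miR-466i-5p.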

Sequences for seven of these 13 miRNAs are located in the proximal end of chromosome 2, specifically in intron 10 of the *Sfmbt2* gene, and all exhibited reduced expression in the high-active versus low-active mice. Of the 13 differentially expressed miRNAs, miR-342-5p (*P* < 0.0001; Fig.1A) and miR-466d-3p (*P* = 0.0004; Fig.1B) were chosen for validation by qRT-PCR. Additional analysis by sex indicated no difference between males and females for either miRNA (*P* = 0.603 and *P* = 0.134, respectively).

**Table 3:** Differentially expressed miRNAs between high- and low-active mice

Systematic name	*P* (Corr)^1^	Regulation (high vs low)	Fold change	Active sequence^2^	Chr‡	Mirbase accession No	Positon on chr	Strand	Stop position on chr
Nucleus Accumbens									
mmu-miR-3095-3p	<0.001	Up	104	AAAAGCTCTCTCTCCAGT	Chr4	MIMAT0014912	58453959	+	58453943
mmu-miR-342-3p	<0.001	Up	4	ACGGGTGCGATTTCTGT	Chr12	MIMAT0000590	109896897	−	109896912
**mmu-miR-342-5p**	<0.001	**Up**	**257**	CTCAATCACAGATAGCACC	Chrl2	MIMAT0004653	109896852	−	109896869
mmu-miR-375	0.03	Down	4	TCACGCGAGCCGAACG	Chr1	MIMAT0000739	74947292	+	74947278
mmu-miR-376c	<0.01	Up	3	ACGTGAAATTTCCTCTATGTT	Chrl2	MIMAT0003183	110960981	−	110961000
**mmu-miR-466d-3p**	<0.001	**Down**	**54**	CTATGTGTGCGTGTAT	Chr2	MTMAT0004931	10433650	−	10433664
mmu-miR-467a*	<0.01	Down	4	TGTAGGTGTGTGTATGTATA	Chr2	MTMAT0002108	10398019	−	10398038
mmu-miR-467b	<0.01	Down	3	CATATACATGCAGGCACT	Chr2	MIMAT0005448	10402887	−	10402903
mmu-miR-467 c	<0.001	Down	87	CACATATACATGCACGCAC	Chr2	MTMAT0004885	10395572	−	10395589
mmu-miR-5117	<0.001	Up	191	TAACTTTATTGATCATCACTAAC	Chr1	MIMAT0020625	162967492	−	162967513
mmu-miR-669f-3p	<0.01	Down	2	ATACGTGTGTGTGTATGT	Chr2	MTMAT0005839	10388917	−	10388934
mmu-miR-6691	<0.001	Down	194	ACATATACATGCACACAC	Chr2	MIMAT0009418	10390015	−	10390032
mmu-miR-669n	<0.01	Down	3	ACACACATCCACACACAA	Chr2	MIMAT0009427	10430950	−	10430967
EDL									
mmu-miR-1957	<0.001	Down	237	GTCATATGCTCTACCACT	Chr4	MTMAT0009430	118802399	−	118802415
mmu-miR-1966	<0.001	Down	80	GACTCTCTCCTGAGCC	Chr8	MTMAT0009439	108139391	−	108139405
mmu-miR-1967	<0.001	Down	68	GCATCTTCTCCCCAG	Chr8	MTMAT0009440	126546597	−	126546610
mmu-miR-205	<0.001	Down	326	CAGACTCCGGTGGAAT	Chr1	MIMAT0000238	195333684	+	195333670
mmu-miR-3091-5p	<0.001	Up	50	GCGGGCCCAACC	Chr2	MIMAT0014903	179992262	−	179992272
mmu-miR-342-3p	0.02	Up	5	ACGGGTGCGATTTCTGT	Chrl2	MIMAT0000590	109896897	−	109896912
mmu-miR-5117	<0.001	Up	120	TAACTTTATTGATCATCACTAAC	Chr1	MTMAT0020625	162967492	−	162967513
mmu-miR-5118	<0.001	Down	54	ACCAGGCTGGCCTA	Chrl6	MIMAT0020626	55494889	−	55494901
Soleus									
mmu-miR-148a	0.02	Down	2	ACAAAGTTCTGTAGTGCACT	Chr6	MIMAT0000516	51219892	+	51219874
mmu-miR-1843-5p	<0.001	Down	52	AGTCAGACAGAGACCTC	Chr12	MIMAT0014805	81492623	+	81492608
mmu-miR-1927	<0.001	Down	220	TCAGTCCCTAACATCCA	Chr1	MIMAT0009390	162226082	+	162226067
mmu-miR-193*	<0.001	Down	80	TCATCTTGCCCGCA	Chr11	MIMAT0004544	79525486	−	79525498
**mmu-miR-1960**	**<0.001**	**Down**	**101**	AGCCCTCTTCTAACAGC	Chr5	MIMAT0009433	30497297	−	30497312
mmu-miR-299	<0.001	Down	22	AAGCGGTTTACCGTCCC	Chrl2	MTMAT0004577	110948892	−	110948907
mmu-miR-3 26	<0.001	Down	42	ACTGGAGGAAGGGCCCA	Chr7	MIMAT0000559	106700843	−	106700858
mmu-miR-342-3p	<0.001	Up	5	ACGGGTGCGATTTCTGT	Chrl2	MIMAT0000590	109896897	−	109896912
mmu-miR-3 62-5p	<0.001	Down	31	ATTCACACCTAGGTTCCA	ChrX	MTMAT0000706	6819135	+	6819119
mmu-miR-376a	<0.001	Down	79	ACGTGGATTTTCCTCTA	Chrl2	MIMAT0000740	110962039	−	110962054
mmu-miR-431	<0.001	Down	42	TGCATGACGGCCTGC	Chrl2	MIMAT0001418	110828676	−	110828689
**mmu-miR-466b-3p**	**<0.001**	**Down**	**71**	TCTTATGTGTGCGTGTA	Chr2	MIMAT0004876	10395901	−	10395917
mmu-miR-467 a*	<0.001	Down	169	TGTAGGTGTGTGTATGTATA	Chr2	MIMAT0002108	10398019	−	10398038
mmu-miR-467b	<0.001	Down	227	CATATACATGCAGGCACT	Chr2	MIMAT0005448	10402887	−	10402903
mmu-miR-467e	<0.001	Down	73	ACATATACATGCTCACACT	Chr2	MIMAT0005293	10427362	−	10427379
mmu-miR- 5103	<0.001	Down	59	CCTCAGGGGATCCC	Chr1	MIMAT0020610	34490035	+	34490023
mmu-miR- 5117	<0.001	Up	204	TAACTTTATTGATCATCACTAAC	Chr1	MIMAT0020625	162967492	−	162967513
mmu-miR-582-5p	<0.001	Down	69	AGTAACTGGTTGAACAACTGTA	Chrl3	MIMAT0005291	110114949	−	110114969
mmu-miR-711	<0.001	Down	44	CTTACATCTCTCCCCG	Chr9	MIMAT0003501	108872022	−	108872036
mmu-miR-99a*	<0.001	Down	40	AGACCCATAGAAACGAGC	Chrl6	MIMAT0016981	77599226	−	77599242

Differentially expressed miRNAs (*P* < 0.05) between high- (C57L/J) and low-active (C3H/HeJ) mice strains in nucleus accumbens, EDL, and soleus.

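The entries of Table 3 fall into 2 groups by how well both strains were detected. For 10 entries, among them miR-342-3p in each tissue, miR-376c-3p and miR-467a-3p in the nucleus accumbens and miR-148a-3p in the soleus, the scanner software detected the miRNA in both strains. Their folds computed from the spot signals were 2.06 to 5.14, with a median of 2.75, and the paper's folds for them are 2 to 5. For the other 31, among them miR-342-5p, miR-466d-3p and miR-3095-3p in the nucleus accumbens and miR-466b-3p and miR-1960 in the soleus, the software detected the miRNA on every array of the brighter strain and on none of the dimmer strain. The paper's folds for these are 22 to 326, and the folds of their floored spot signals were 1 to 4.72, with a median of 1.02, which the floor draws toward 1.

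Spots well above background on at least 1 array were found for 18 of the 31 and on no array for 13. The software calls a miRNA detected from the total of its probes over that total's error, while each spot carries its own flag for lying well above background. Of the 13 nucleus accumbens entries, 9 were detected widely enough to be tested and 8 passed, each in the direction listed. Of the 20 soleus entries, 7 were tested and 2 passed, and of the 8 EDL entries, 4 were tested and 1 passed. miR-5117-5p, the miRNA listed as higher in all 3 tissues alongside miR-342-3p, was at least 2.33-fold higher in the high-active nucleus accumbens (adjusted p = 0.0614 from limma) and at least 1.76-fold higher in the soleus (adjusted p = 0.296), and at least 1.40-fold higher in the EDL, where only 1 of 2 high-active arrays measured it and it was not tested.

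**Figure D3:**
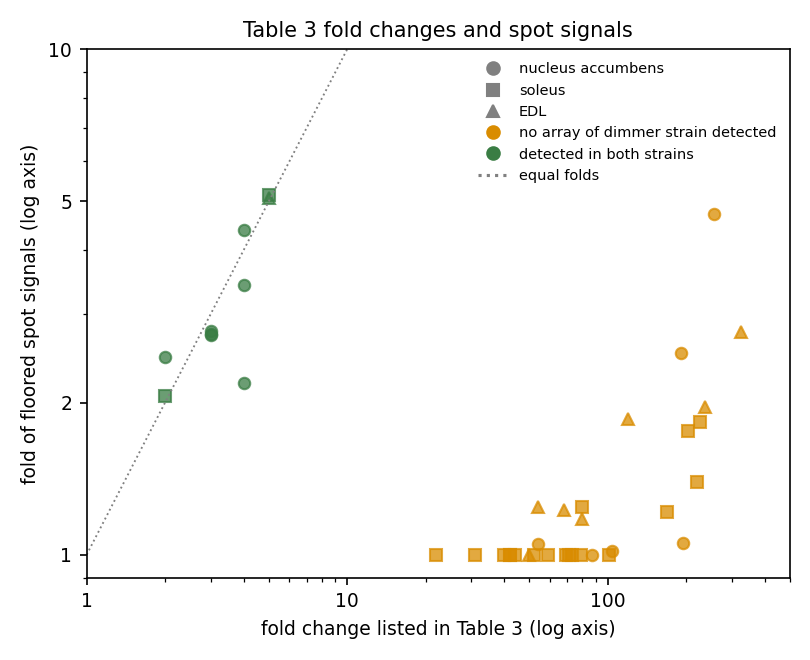
Fold change the paper lists for each Table 3 miRNA and the fold of its floored spot signals, brighter strain over dimmer, each on a log axis. Colours separate the 31 miRNAs that the software detected on no array of the dimmer strain, whose spot folds are 1 to 4.72, from the 10 it detected in both strains, whose spot folds are 2.06 to 5.14.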

1 “*P*(corr)” refers to adjusted *P* -value after multiple testing correction; fold change is adjusted for multiple testing correction.

2 “Active sequence” is the probe sequence, “strand” refers to sense (+) or anti-sense (−) strand on which miRNA sequence is located. “Chr” refers to the chromosome on which the miRNA is located. Bold miRNAs were selected for validation by qRT-PCR. Highlighted miRNAs in nucleus accumbens and soleus are located in proximal end of Chr. 2.

* Housekeeping miRNA.

‡ Chromosome number of miRNA.

**Figure 1:**
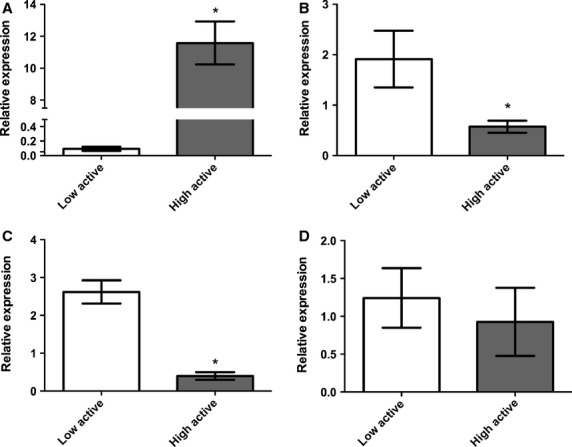
Relative expression determined by qRT-PCR of (A) miR-342-5p (*P* < 0.0001) and (B) miR-466 (*P* < 0.0004) in nucleus accumbens and (C) miR-466 (*P* < 0.0001) and (D) miR-1960 (*P* = 0.06) in the soleus between high- (C57L/J) and low- (C3H/HeJ) active mice. *denotes differential expression. Relative expression is mean ± standard deviation.

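In the soleus, a slow postural muscle, 4 miRNAs passed the test, with 1 higher and 3 lower in high-active than in low-active mice. miR-342-3p was 5.14-fold higher, at a log2 signal of 8.36 ± 0.25 (SD, n = 4) in high-active and 5.99 ± 0.09 (SD, n = 2) in low-active mice. miR-467b-5p was at least 1.57-fold lower and miR-1957a at least 1.98-fold lower, neither being well above background on any high-active array. miR-3075-5p fell by 0.96 on the log2 scale.

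The log2 fold change of miR-342-3p was 2.36 (standard error 0.176, adjusted p = 0.00621 from limma), and it was 2.58 and 2.39 within the slides that held both strains. The adjusted p was 0.00515 for miR-467b-5p, 0.0345 for miR-1957a and 0.0213 for miR-3075-5p. miR-148a-3p (-1.04, adjusted p = 0.0578) and miR-1927 (at least 1.20-fold lower, adjusted p = 0.409) did not pass, and miR-1960 was well above background on 1 of the 2 low-active arrays and on no high-active array.

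Of 9 muscle miRNAs none passed. The most abundant were nearly level between strains, with differences of -0.01 for miR-133b-3p, -0.03 for miR-1a-3p and 0.03 for miR-133a-3p. Both measured miRNAs that lie in slow myosin genes passed when adjusted over the list alone, miR-208b-3p at 1.35 (adjusted p = 0.0914 over all miRNAs) and miR-499-5p at 0.55 (adjusted p = 0.215), and as a list they had an adjusted p of 0.0873 from camera. miR-206-3p, also a muscle miRNA, was at 0.89 (adjusted p = 0.150).

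Of 4 leukocyte miRNAs, miR-150-5p (0.73, adjusted p = 0.0914) was higher when adjusted over the list alone, and of 2 epithelial miRNAs, miR-203-3p (-1.18, adjusted p = 0.177) was lower. With slide as a block no miRNA passed (50 at an unadjusted p under 0.05, from limma), and none did without either low-active array. The direction of the rest moved with the processing. Without scaling 1 miRNA was higher and 51 lower, and with normexp background correction 10 were higher and none lower, with miR-3075-5p turned to 0.10.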

In the soleus, 20 miRNAs were found to be differentially expressed between strains by microarray. 

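Of the 13 miRNAs of the miR-297, miR-466, miR-467 and miR-669 families measured in the soleus, 12 had a lower mean in high-active mice, or 4 with scaling over all probes or with normexp background correction. The only one to pass the test, over all miRNAs and over the list alone, was miR-467b-5p, and none was higher. The study chose these families on these samples, so this is not independent evidence of direction. miR-467a-3p was at least 1.04-fold lower (adjusted p = 0.279 from limma). miR-467e-5p was well above background on 1 of 2 low-active arrays and on no high-active array, and miR-466b-3p on no array of either strain, so no fold is given for them.

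The bright members were closer to level, with log2 fold changes of 0.18 for miR-466i-5p (adjusted p = 0.870), -0.23 for miR-467f (adjusted p = 0.696) and -0.24 for miR-466h-3p (adjusted p = 0.632). The median of the 13 was -0.23 (adjusted p = 0.0873 from camera, adjusted p = 0.309 from fry). An estimated correlation gave the list an adjusted p of 0.750. With slide as a block, at the preset correlation, the median was -0.38 (adjusted p = 0.00269 from camera), and within the slides that held both strains -0.32 and -0.45. Leaving out 1 array gave medians from -0.46 (without mouse 223) to -0.09 (without mouse 224). The median turned to 0.02 with scaling over all probes and to 0.03 with normexp background correction, while relative to the median of all miRNAs it stayed between -0.24 and -0.16 under each of the 6 scalings and background corrections.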

Four of the miRNA sequences differentially expressed in the soleus were also located in intron 10 of the *Sfmbt2* gene, and were downregulated in the high-active animals, similar to the nucleus accumbens. MiR-466b-3p was amongst these four miRNAs (Table3), and was determined to be differentially expressed between high- and low-active animals by qRT-PCR analysis (*P* < 0.0001; Fig.1C), with no difference in expression between sexes (*P* = 0.908). In contrast to the microarray data, qRT-PCR analysis showed that miR-1960 only trended towards differential expression between strains (*P* = 0.060; Fig.1D).

MiR-466d-3p (differentially expressed in the nucleus accumbens) and miR-466b-3p (differentially expressed in the soleus) are a part of the same family of miRNAs (Table1). The mature miRNA sequences (∼21mer) for these miRNAs are 100% identical. However, the stem-loop sequence (∼80mer) is slightly different between these miRNAs (∼90% identical according to BLAST comparison), which differentiates them. As the mature sequences of these miRNAs were assayed by qRT-PCR, we will simply refer to them as miR-466. There are multiple probes on the microarray with 16 ± 2 nucleotides for these miRNAs (the probe used to determine differential expression is listed under “active sequence” on Table3), which provides distinction between these family members.

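miR-466b-3p and miR-466d-3p were read by separate probes, which gave different signals in the same RNA. In the nucleus accumbens both probes of miR-466b-3p were well above background on all 3 low-active arrays and on none of the 4 high-active arrays. Of the 4 probes of miR-466d-3p, 3 stood at the signal floor on every nucleus accumbens array, and the fourth rose above it on 1 low-active array, with a log2 fold change of -0.07. In the soleus and the EDL, all probes of both miRNAs stood at the floor on every array. The probes measure intensity and do not by themselves tell how much of a family member's signal comes from its near-identical relatives.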

Finally, in the EDL, eight miRNAs were differentially expressed between strains as determined by microarray analysis (Table3). However, no further validation of these miRNAs was conducted at this time, as quantities of RNA (200 ng determined by dilution series) were insufficient for additional qRT-PCR assays, beyond establishment of endogenous controls.

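In the EDL, a fast muscle, the miRNA that passed the test was miR-342-3p. It was 5.07-fold higher in high-active mice, at a log2 signal of 8.26 ± 0.18 (SD, n = 2) against 5.92 ± 0.25 (SD, n = 4) in low-active mice. Epithelial miRNAs pointed the other way. miR-203-3p was at least 2.93-fold lower (adjusted p = 0.138 from limma) and miR-205-5p at least 2.26-fold lower (adjusted p = 0.643), neither being well above background on the high-active arrays. Both passed when adjusted over the list of 2 alone.

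The log2 fold change of miR-342-3p was 2.34 (standard error 0.231, adjusted p = 0.00789), and it was 2.50 and 2.41 within the slides that held both strains. It was detected on both high-active and 3 of the 4 low-active arrays. Among the other miRNAs with the smallest p, miR-376c-3p (0.92, adjusted p = 0.138), miR-30a-5p (0.77, adjusted p = 0.422), miR-181d-5p (-1.06, adjusted p = 0.138) and miR-5128 (-2.33, adjusted p = 0.299) did not pass. miR-1957a was at least 1.60-fold lower (adjusted p = 0.704) and miR-5118 at least 1.02-fold lower (adjusted p = 0.833).

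The 12 measured members of the miR-297, miR-466, miR-467 and miR-669 families all had a lower mean in high-active mice, with a median of -0.89. None passed singly, over all miRNAs or over the list alone. Of the brightest members, miR-466i, miR-467f and miR-466q have genes outside Sfmbt2 in the annotation and miR-466h within it. The list was lower at an adjusted p of 4.55e-06 from camera (adjusted p = 0.547 with an estimated correlation), with an adjusted p of 0.387 from fry. All 12 were lower under each of the 6 scalings and background corrections and within both slides that held both strains, where the medians were -1.85 and -0.58, and with slide as a block the median was -1.21 (adjusted p = 3.97e-06). The larger of the within-slide medians rests on the dim array of low-active mouse 195. Without it the median of all 12 was -0.68, with miR-467f at -0.67 and miR-466i-5p at -0.35, and all 12 were lower (adjusted p = 1.90e-05 from camera). Without any other array the median was -1.11 to -0.74. The Dlk1-Dio3 cluster had 23 of 32 members higher and a median of 0.23 (adjusted p = 0.0105 from camera, adjusted p = 0.547 with an estimated correlation), and miR-376c-3p passed over the list alone. Of 9 muscle miRNAs none passed, and their median was 0.23 (adjusted p = 0.190).

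Of the 330 miRNAs, 24 had an unadjusted p under 0.05 from limma. No miRNA passed without the array of high-active mouse 225 or 227 or of low-active mouse 194, nor with normexp background correction, without the detection filter or with miRNAs detected on every array, and 4 passed without the dim array of low-active mouse 195.

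**Figure D4:**
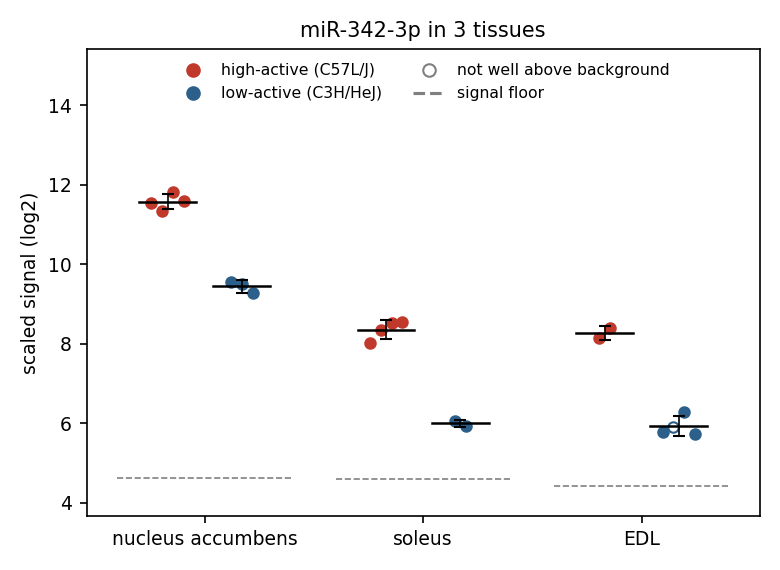
Log2 signal of miR-342-3p on each array of the nucleus accumbens, soleus and EDL of high-active (n = 4, 4 and 2) and low-active (n = 3, 2 and 4) mice. Points are arrays, open where the miRNA was not well above background, bars are means with SD, and the dashed line is the signal floor. In each tissue every high-active array lies above every low-active array.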

KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways of putative target genes generated through DAVID were observed for association with drive or capability to be physically active. Approximately 30.3% of putative target genes (*n* = 130) in the soleus were classified into 11 KEGG pathways (*P* < 0.01; Table4), 27.7% of putative target genes (*n* = 359) in NA were classified into 39 pathways (*P* < 0.01; Table5), and in the EDL, 31% of putative target genes (*n* = 173) were classified into 5 pathways (*P* < 0.01; Table6). The most significant predicted pathways for both soleus and NA included “pathways in cancer” and “TGF*β* signaling”. Additional pathways related to exercise capability that are noteworthy in the soleus are involved with vasculature development and muscle development (Table4). In the NA, the most significant GO terms involved transcription regulation, as well as terms relating to metabolism and organ development (Table5). Many GO terms in the EDL were identified pertaining to neuron development and nerve impulse, as well as dopamine secretion (Table6).

**Table 4:** KEGG pathways and GO terms for soleus putative target genes

	No. of genes included	% of genes included	*P*-value Benjamini adjusted
KEGG pathways for putative target genes - soleus			
Pathways in cancer	19	4.4	3.50E-02
TGF-beta signaling pathway	9	2.1	4.20E-02
Cell cycle	10	2.3	8.70E-02
Renal cell carcinoma	7	1.6	1.30E-01
Ubiquitin mediated proteolysis	8	1.9	5.60E-01
Progesterone-mediated oocyte maturation	6	1.4	5.80E-01
Cytokine-cytokine receptor interaction	11	2.6	5.70E-01
Toll-like receptor signaling pathway	6	1.4	6.80E-01
Endocytosis	9	2.1	7.00E-01
Adherens junction	5	1.2	6.90E-01
Type II diabetes mellitus	4	0.9	6.80E-01
GO terms for putative target genes - soleus			
Vasculature development	14	3.3	1.90E-01
Blood vessel development	13	3	2.70E-01
Blood vessel morphogenesis	11	2.6	3.30E-01
Regulation of cellular response to stress	6	1.4	4.10E-01
Angiogenesis	8	1.9	4.60E-01
Hemopoiesis	12	2.8	4.60E-01
Muscle tissue development	8	1.9	4.80E-01
Regulation of vasoconstriction	3	0.7	4.80E-01
Muscle organ development	9	2.1	5.40E-01
Striated muscle tissue development	7	1.6	6.10E-01

Predicted pathways and gene ontology (GO) terms of differentially expressed miRNA target genes from soleus analyzed through DAVID. No. of genes and percent of genes; number of genes out of all putative target genes generated through Genespring software included in respective KEGG pathway or GO term category.

**Table 5:** KEGG pathways and GO terms for nucleus accumbens putative target genes

	No. of genes included	% of genes included	*P*-value Benjamini adjusted
KEGG pathways for putative target genes - nucleus accumbens			
Pathways in cancer	48	3.7	3.50E-06
TGF-beta signaling pathway	21	1.6	1.90E-05
Endocytosis	31	2.4	3.30E-04
Cell cycle	21	1.6	4.40E-03
MAPK signaling pathway	31	2.4	3.00E-02
Hypertrophic cardiomyopathy (HCM)	14	1.1	4.90E-02
Colorectal cancer	14	1.1	5.20E-02
Adipocytokine signaling pathway	12	0.9	5.00E-02
Ubiquitin mediated proteolysis	18	1.4	7.50E-02
Cytokine-cytokine receptor interaction	27	2.1	7.30E-02
Cell adhesion molecules (CAMs)	19	1.5	9.70E-02
Prostate cancer	13	1	1.20E-01
Renal cell carcinoma	11	0.8	1.30E-01
Focal adhesion	22	1.7	1.20E-01
Dilated cardiomyopathy	13	1	1.10E-01
Insulin signaling pathway	17	1.3	1.10E-01
Bladder cancer	8	0.6	1.20E-01
Hematopoietic cell lineage	12	0.9	1.20E-01
Arrhythmogenic right ventricular cardiomyopathy (ARVC)	11	0.8	1.40E-01
Chronic myeloid leukemia	11	0.8	1.40E-01
Adherens junction	11	0.8	1.40E-01
Wnt signaling pathway	17	1.3	1.60E-01
Heparan sulfate biosynthesis	6	0.5	1.60E-01
Acute myeloid leukemia	9	0.7	1.50E-01
Type II diabetes mellitus	8	0.6	1.90E-01
Melanoma	10	0.8	1.80E-01
Thyroid cancer	6	0.5	1.80E-01
ECM-receptor interaction	11	0.8	1.80E-01
ErbB signaling pathway	11	0.8	2.20E-01
Glioma	9	0.7	2.20E-01
mTOR signaling pathway	8	0.6	2.30E-01
Chemokine signaling pathway	18	1.4	2.70E-01
Axon guidance	14	1.1	2.80E-01
Long-term potentiation	9	0.7	2.90E-01
Pancreatic cancer	9	0.7	3.20E-01
SNARE interactions in vesicular transport	6	0.5	3.30E-01
Gap junction	10	0.8	3.30E-01
NOD-like receptor signaling pathway	8	0.6	3.30E-01
Melanogenesis	11	0.8	3.30E-01
GO terms for putative target genes - nucleus accumbens			
Regulation of gene expression	276	21.3	1.80E-12
Regulation of transcription	252	19.5	2.10E-11
Regulation of transcription, DNA-dependent	170	13.1	1.40E-07
Positive regulation of gene expression	72	5.6	2.90E-06
Positive regulation of transcription	70	5.4	4.60E-06
Organ morphogenesis	80	6.2	1.60E-05
Embryonic organ development	40	3.1	1.90E-04
Tissue development	78	6	7.00E-04
Positive regulation of cell differentiation	29	2.2	4.80E-03
Heart growth	3	0.2	6.50E-01

Predicted pathways and gene ontology (GO) terms of differentially expressed miRNA target genes from NA analyzed through DAVID. No. of genes and percent of genes; number of genes out of all putative target genes generated through Genespring software included in respective KEGG pathway or GO term category.

**Table 6:** KEGG pathways and GO terms for EDL putative target genes

	No. of genes included	% of genes included	*P*-value Benjamini adjusted
KEGG pathways for putative target genes - EDL			
Oocyte meiosis	9	1.6	9.50E-01
Pathways in cancer	17	3.1	9.00E-01
GnRH signaling pathway	7	1.3	9.70E-01
Basal transcription factors	4	0.7	9.30E-01
Prion diseases	4	0.7	9.20E-01
GO terms for putative target genes - EDL			
Tissue development	33	5.9	6.00E-01
Regulation of transmission of nerve impulse	10	1.8	7.10E-01
Protein targeting	11	2	7.50E-01
Regulation of neurological system process	10	1.8	7.00E-01
Regulation of programmed cell death	28	5	7.50E-01
Neurogenesis	27	4.9	7.40E-01
Regulation of synaptic transmission	9	1.6	7.00E-01
Neuromuscular synaptic transmission	4	0.7	7.10E-01
Spinal cord motor neuron differentiation	4	0.7	7.60E-01
Generation of neurons	24	4.3	7.60E-01
Tissue morphogenesis	14	2.5	7.60E-01
Central nervous system development	19	3.4	7.60E-01
Neuron development	16	2.9	7.50E-01
Neuron projection development	13	2.3	7.40E-01
Epithelial cell differentiation	9	1.6	7.30E-01
Spinal cord development	5	0.9	7.80E-01
Hemopoietic progenitor cell differentiation	3	0.5	7.70E-01
Water transport	3	0.5	7.70E-01
Cellular protein metabolic process	75	13.5	7.90E-01
Axonogenesis	10	1.8	7.90E-01
Ion homeostasis	15	2.7	7.80E-01
Neuron migration	6	1.1	7.90E-01
Positive regulation of dopamine secretion	2	0.4	7.80E-01
Hemopoiesis	13	2.3	8.00E-01
Neuron projection morphogenesis	10	1.8	8.20E-01
Synaptic transmission	10	1.8	8.30E-01
Positive regulation of actin filament depolymerization	2	0.4	8.30E-01
Positive regulation of integrin activation	2	0.4	8.30E-01
Positive regulation of catecholamine secretion	2	0.4	8.30E-01
Unsaturated fatty acid metabolic process	4	0.7	8.40E-01
Cell morphogenesis involved in neuron differentiation	10	1.8	8.40E-01

Predicted pathways and gene ontology (GO) terms of differentially expressed miRNA target genes in EDL analyzed through DAVID. No. of genes and percent of genes; number of genes out of all putative target genes generated through Genespring software included in respective KEGG pathway or GO term category.

## Discussion

It has been well established that a genetic component to voluntary physical activity levels exists and is independent of environment. However, voluntary physical activity is a complex phenotype, with evidence of regulation from both central and peripheral mechanisms (e.g. (Ferguson et al. 2014; Kelly et al. 2012)), making elucidation of the responsible mechanisms difficult. This project has shown that differential miRNA expression in the nucleus accumbens, soleus, and EDL is associated with differing inherent levels of physical activity. Specifically, miRNA microarray analysis identified 13 miRNAs in nucleus accumbens, eight in EDL, and 20 in soleus to be differentially expressed between high- and low-active strains of mice. Furthermore, miR-342-5p and miR-466 in the nucleus accumbens, and miR-466 in soleus were validated by qRT-PCR to be differentially expressed between the high- and low-active mice. These differential miRNA expression patterns may be contributors to regulation of physical activity.

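miR-342-3p was the one miRNA that passed in all 3 tissues, higher in high-active mice each time, and miR-467b-5p was lower in both the nucleus accumbens and the soleus. With slide as a block no soleus miRNA passed, so the soleus calls of miR-342-3p and miR-467b-5p were lost under that setting. Among miRNAs tested in both tissues, 0.0115 shared higher and 0.0344 shared lower miRNAs would fall together by chance for the nucleus accumbens and soleus. At an unadjusted p under 0.05 in both tissues of a pair, 8 of 9 miRNAs had the same direction in the nucleus accumbens and soleus, 8 of 8 in the nucleus accumbens and EDL and 13 of 13 in the soleus and EDL. Besides these, miR-30c-5p and mcmv-miR-M23-1-3p, read by a probe for a mouse cytomegalovirus miRNA, were among them in each pair.

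Across all miRNAs tested in both tissues, 61.1% differed in the same direction in the nucleus accumbens and soleus (160 of 262), 62.8% in the nucleus accumbens and EDL (169 of 269) and 68.7% in the soleus and EDL (215 of 313). miRNAs are not independent replicates, and the tissues came in part from the same mice. The strain difference itself was compared between tissues in a single limma fit of all 19 arrays with mouse as a random block. The test passed for 38 miRNAs between nucleus accumbens and soleus, 30 between nucleus accumbens and EDL and 3 between soleus and EDL (26 at an unadjusted p under 0.05). Of these, 9, 5 and 0 were well above background in both strains of both tissues. For the others except miR-203-3p no difference between tissues is shown, since any strain difference in one tissue is hidden by the signal floor. For miR-203-3p (nucleus accumbens minus EDL 1.61, adjusted p = 0.0414) the size of the difference rests on the floor in the high-active EDL. miR-203-3p was at least 2.93-fold lower in the high-active EDL, against a log2 fold change of -0.22 in the nucleus accumbens. The difference at that bound was not tested. Of the 9, miR-376c-3p had a strain difference higher by 1.07 in the nucleus accumbens than in the soleus (adjusted p = 6.65e-04). On simulated data this test called 20 of 270 and 22 of 270 unchanged miRNAs for the comparisons with the nucleus accumbens, which is more than its threshold allows for.

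From the miRNAs that differ between the strains in each tissue, the paper reasons that miRNA expression in brain and muscle is associated with inherent activity level, and it proposes that these patterns may contribute to the regulation of physical activity.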

Interpretation of the mechanisms regulating voluntary physical activity began with genomic analysis for QTL associated with physical activity in both human and animal populations, from which several candidate genes were proposed (Lightfoot 2011). However, as we have noted recently (Dawes et al. 2014), and as was eloquently observed by Flint, et al. (Flint et al. 2005), deriving genes/proteins of interest from QTL can be difficult and infrequently successful. Therefore, it was not surprising when a comparison of the genomic position of all differentially expressed miRNAs (Table3) to previously identified activity QTL in these strains (Lightfoot et al. 2008, 2010; Leamy et al. 2011) indicated no overlap in location between the miRNA sequence and QTL. While correspondence of differentially expressed miRNA sequence to a QTL would be interesting, genome association studies utilize genomic DNA, in which sequence variability does not necessarily correspond to mRNA expression levels (Dawes et al. 2014). Recently, however, Ferguson and colleagues from our laboratory (Ferguson et al. 2014), have taken a “protein to gene” approach to uncovering regulation of voluntary activity by determining the proteome signature in peripheral tissue (EDL and soleus) of inherently high- and low-active mice, in attempts to better understand systemic variability between activity levels. The present miRNA study is an “intermediate” investigation of regulatory mechanisms, evaluating potential causative factors for the variable proteome observed by Ferguson, et al. (Ferguson et al. 2014).

In this study, we observed miR-466 in the nucleus accumbens and soleus to be differentially expressed between the strains. Specifically, miR-446d-3p in the nucleus accumbens and miR-466b-3p in the soleus, were downregulated in the high-active mice (Table3; Fig.1B and C). The mature sequences of these miRNAs are matching, although different qRT-PCR assays were utilized for validation (see Table1). Both primary sequences are located in intron 10 of *Sfmbt2* (“Scm-like with four mbt domains 2” gene) on the proximal end of mouse chromosome 2. *Sfmbt2* has a similar genetic structure to the polycomb-group proteins, which are capable of chromatin remodeling and are known for silencing HOX genes (Lee et al. 2013). In mice and rats only, *Sfmbt2* is imprinted in early embryos and extra-embryonic tissues, and contains sequences for many small RNAs (Kuzmin et al. 2008; Wang et al. 2011). It is suggested that it is the miRNA cluster that is causative of the imprinting at this locus and that most (∼84%) of imprinted gene/miRNA arrangements are conserved in humans (Wang et al. 2011). This circumstance seems an uncommon genomic event; Wang, et al. (Wang et al. 2011) states that *Sfmbt2* has been “caught in the act of becoming imprinted”. Therefore, as syntany is not conserved between human and mouse in this region, structure and regulation of this gene between human and mouse may also differ. Although these results bring to light limitations in translating miRNA results from mouse model to human, the magnitude of differential expression of these miRNAs between strains and their ability to imprint genes, gives merit to epigenetic modifications that may be key drivers in activity levels, especially in rodent models.

Several other miRNAs in the nucleus accumbens and soleus that we observed to be differentially expressed by microarray are also located in intron 10 of *Sfmbt2* (see Table3). MiR-669 is a part of this miR-297-669 cluster of miRNAs, shown by Druz, et al. (Druz et al. 2012) to be upregulated under nutrient depleted conditions in cell culture. Specifically, these authors showed that glucose deprivation caused oxidative stress, leading to histone acetylation of the miRNA promoter region, and activating expression of miR-466 h-5p and *Sfmbt2*. Therefore, considering expression of this miRNA cluster was diminished in our high-active animals compared to low active, we speculate that endogenous basal metabolic and ROS production differences may play a significant role in regulating voluntary activity levels. Thus, further studies should be conducted to validate similar functionality of miRNAs in this cluster, as well as expression level of *Sfmbt2* between the high- and low-active strains.

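The families of the Sfmbt2 cluster had a lower mean in high-active mice for most measured members in every tissue. The exception was the soleus with scaling over all probes or with normexp background correction. Some of the measured members, among them bright ones, have genes outside Sfmbt2. Members passed the test in the nucleus accumbens and soleus. For miR-467a-3p no high-active soleus array was well above background, so its decrease in the soleus is a bound. It passed the test between tissues (nucleus accumbens minus soleus -1.22, adjusted p = 4.14e-04 from limma). That value rests on the signal floor and shows no difference between the tissues. miR-466b-3p, miR-467a-5p and miR-467e-5p were lower in the high-active nucleus accumbens and were at the signal floor in most muscle arrays, so a strain difference in muscle could not be measured for them. The deposited arrays measure mature miRNAs, and Sfmbt2 mRNA was not measured.

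From the lower expression of the cluster in high-active mice, and from work cited by the paper in which glucose deprivation and oxidative stress activated miR-466h-5p and Sfmbt2 in cultured cells, the paper speculates that basal differences in metabolism and ROS production may play a part in regulating voluntary activity.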

Expression of miR-466 in the soleus was ∼5 fold lower in high-active mice. Target gene analysis of miR-466 showed some similarity in gene families to Ferguson, et al.’s previous protein work (Ferguson et al. 2014). For example, phosphofructokinase, liver, type B (*Pfkl* – *P* = 0.04) was a target gene of miR-466b-3p, and 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1 (*Pfkfb1*) protein was shown to be expressed higher in the low-active mice (Ferguson et al. 2014). The *Pfkfb1* gene produces a class of “bifunctional” enzymes that maintain levels of fructose-2,6-bisphosphatase (F-2,6-BP), which is required for glycolysis, and is specific to liver, heart, and skeletal muscle (Minchenko et al. 2003). The kinase portion of the enzyme synthesizes F-2,6-BP and the phosphatase degrades F-2,6-BP (Okar et al. 2001). Fructose-2,6-BP is the most powerful activator of the *Pfk* enzymes (Pilkis et al. 1995), which regulate glucose through glycolytic pathways. It is intriguing to note that the regulatory pathway of two important metabolic enzymes were differentially expressed between high- and low-active mice in this miRNA study and the previous proteomic study (Ferguson et al. 2014), indicating that inherent differences in basal metabolism in skeletal muscle may have a regulatory role on voluntary physical activity levels.

In the nucleus accumbens, miR-342-5p was found to be upregulated (∼115 fold) and miR-466 was downregulated (∼4 fold) in the high-active mice. Target gene prediction found *Tceanc* (transcription elongation factor A (SII) N-terminal and central domain containing on the X chromosome) to be a target gene for both of these miRNAs (*P* = 0.03). While opposite trends in expression patterns exists between these two miRNAs, remembering that miRNAs bind to a target gene to elicit action, the greater relative fold change of miR-342-5p may be producing diminished protein expression of *Tceanc*, as well as other genes, in the high-active animals. Recent work by Ferguson, et al. (Ferguson et al. 2015) suggests that protein expression of transcription elongation factor A 3 (*Tcea3*) is differentially expressed in the nucleus accumbens between high- and low-active mice. We find the gene function similarities noteworthy as indicators of the types of genes that are potentially systemic regulators of inherent activity in the nucleus accumbens, although more work needs to be carried out to investigate the interaction between these miRNA and protein levels.

Both soleus and nucleus accumbens putative target genes are included in KEGG pathways “pathways in cancer” and “*Tgfβ* signaling”. “Pathways in cancer” included genes such as *Wnt9a, Shh*, and zinc finger transcription factors, suggesting involvement in cell cycle. *Tgfβ* signaling (also including *Tnf* and *Bmp5*) is known to be involved in exercise, limiting skeletal muscle myogenesis (Coffey and Hawley 2007). *Tnf* and *Shh* were also identified in the muscle tissue development, angiogenesis, and vasculature development GO term categories. Consequently, miRNAs identified as differentially expressed regulate these pathways, leading to the basis for physiological differences in inherent voluntary wheel running between these strains. Keller, et al. (Keller et al. 2011) observed upregulation of genes associated with cardiovascular and embryonic tissue development in men that were high responders to a 6 week cycling program. These authors identified TGF*β* as a top canonical pathway, as well as calcium through camodulin-dependent protein kinase (CamKII). *CamKII* is a putative target gene for miR-669f-3p, miR-342-3p, and miR-466d-3p in the nucleus accumbens. Similar to our findings, the aforementioned study determined that 22% of the miRNA gene targets differentially expressed between their high and low responders fell into GO category of transcription regulation. Specifically, Keller, et al. (Keller et al. 2011) notes that SOX9 was involved in muscle adaption to aerobic training; *SOX9* was a target for both miR-342-3p, and miR-466d-3p in this study as well. Wang, et al. (Wang et al. 2014) investigated differential miRNA expression between 2- and 4-cell developing C57BL/6 mouse embryos by miRNA microarray. Their results identified miR-466d-3p to be upregulated in 4-cell compared to 2-cell embryos. MiR-467b*, miR-669i, and miR-669 m-3p were also differentially expressed between developmental stages. These studies provide greater merit that our differentially expressed miRNAs may have regulatory roles on voluntary activity levels through developmental genes.

Finally, although no validation of miRNAs was performed in the EDL, the significance of the EDL is worth mentioning briefly. The EDL is a fast-twitch, oxidative muscle fiber muscle in the lower leg of rodents. While we presume that slow-twitch, oxidative muscle fibers are primarily engaged for long duration wheel running usually exhibited by the high-active animals, we do not disregard the potential involvement of fast-twitch fibers. Suwa, et al. (Suwa et al. 2003) observed rats that were inbred for fast-twitch fiber dominance actually had higher levels of voluntary wheel running than non-fast-twitch dominant controls. Our microarray results showed eight miRNAs to be differentially expressed between strains in the EDL; however, as previously stated, insufficient quantities of RNA were available for qRT-PCR assays beyond the endogenous controls and thus, validation of the EDL results awaits future studies.

In conclusion, this study presents the differential miRNA signature of inherently high- and low- active inbred mice. In the nucleus accumbens, miR-342-5p and miR-466 were validated as differentially expressed between strains by qRT-PCR, as was miR-466 in the soleus. Further experiments to determine the role of these miRNAs in activity regulation are needed including use of miRNA antagonists to down-regulate the differentially expressed miRNAs identified in this study, investigation of *Sfmbt2* expression levels, and analysis of the interaction between miRNAs and selected target genes. Regardless, these results demonstrate the importance of miRNA gene expression and contribute additional insight into the regulatory mechanism of voluntary physical activity.

How the deposited data were processed for this re-analysis (not part of the article)

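Mature miRNAs were measured on 19 single-dye Agilent mouse miRNA arrays, 10 of high-active (C57L/J) and 9 of low-active (C3H/HeJ) mice, in the nucleus accumbens (4 and 3 arrays), soleus (4 and 2) and EDL (2 and 4). The deposited scanner files hold intensities per spot and per miRNA as the authors' scanner software (Feature Extraction) wrote them, background-subtracted, with no normalization between arrays. The deposited table of the whole series holds log2 values that the authors had normalized per array. It has 1157 entries, of which 600 are valued in the nucleus accumbens and soleus and 1157 in the EDL. Set against the scanner files, its values follow the sum of a miRNA's probe totals with 1 shift per array, for 197, 197 and 446 of as many same-named entries in the 3 tissues at a tolerance of 0.01, and follow the deposited signal per miRNA for 138, 149 and 395 of them. In a separate count, 556 of its entries were paired with a miRNA of the scanner files, 368 of these under another name. That count does not add up with the same-named entries above, and the reason was not examined. The medians of its columns lie between -0.40 and 0.75, and neither the percentile of the shift nor any centring per miRNA is known. The scanner software's signal per miRNA differs from the sum of its probe totals for 20.3% to 27.9% of the detected miRNAs of an array, in all but at most 1 of them per array by the total of another miRNA, so the spot signals were used here.

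Each array carries 45440 spots for 2889 probes, with a median of 20 spots per probe and 2 probes per miRNA, for 1136 miRNAs. Control spots and spots the software marked as outliers were left out, saturated spots were kept, and the processed intensities of a probe's remaining spots were averaged. A probe was detected on an array when most of its spots were well above background. Arrays of a tissue were scaled by their 75th percentile over the 594 (nucleus accumbens), 456 (soleus) and 417 (EDL) probes detected on all of them. Scaled signals were then floored at the median over arrays of the lowest signal of a detected probe, 24.4, 24.1 and 21.3 in the 3 tissues, and taken to log2. A miRNA took the value of its probe with the highest mean, and it was detected where any of its probes was. Of 27 miRNAs that passed the test in the nucleus accumbens, 21 had more than 1 detected probe, all with the same direction. In the soleus 3 of 4 such miRNAs, and in the EDL 1 of 1, had probes of the same direction. Mouse gene names and hosts come from the reference table, and the positions in Table 3 are the paper's, whose genome build is not named in the paper's text.

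Strains were compared within each tissue with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg correction, adjusted p under 0.05, counted also at 2-fold or more), over miRNAs detected on at least 3, 2 and 2 arrays. Tables were read with data.table 1.17.8 and jsonlite 2.0.0. The number of arrays limits the precision, and a miRNA near background has a bound in place of a fold. Whether the strain difference differs between tissues was tested over all 19 arrays and 484 miRNAs with mouse as a random block, whose correlation was 0.0928. The mouse numbers link tissues of the same animal, and within a tissue each mouse gave 1 array, so no arrays of a strain comparison are paired. Slides were tested as a fixed block and, where a slide held both strains, within slides.

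The miRNAs named in the text follow a rule. It takes every miRNA of the paper's Table 3 in its tissue, every miRNA assayed by qRT-PCR, the 20 largest changes among those past the test, the 10 smallest p where fewer than 10 passed, the 4 brightest members of each list and, between tissues, the 5 smallest p per comparison. The values of Table 3 had been read when the rule was written. miR-134-5p, miR-770-3p and miR-467d-3p, the remaining members of their lists past the test, miR-30c-5p and, between tissues, miR-203-3p and the remaining miRNAs past the test and measured in both strains of both tissues were named after their values were seen. miR-466p-3p is not on the array.

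Lists of miRNAs were tested with camera at a preset correlation of 0.01, with an estimated correlation beside it, and with fry. They were the Sfmbt2 families, the Dlk1-Dio3 cluster, muscle, slow-fibre, brain, epithelial, erythroid, leukocyte, vascular, endocrine and choroid plexus miRNAs, the let-7 family, the miR-17-92 cluster and the miRNAs the paper's introduction names for the response to training. The Sfmbt2 families were taken from the study's own results on these samples. Both slow-fibre miRNAs are also in the muscle list, miR-451 is in the erythroid and the training list, and miR-7 of the endocrine list is also expressed in brain. Of 13, 14 and 13 lists tested in the 3 tissues, 2, 0 and 3 passed with the preset correlation and none with an estimated one.

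The procedure was tested on simulated arrays with known changes. In the nucleus accumbens design it found 82.8% of 99 2-fold and 98% of 99 4-fold changes. In the soleus design it found 65.2% of 92 and 93.9% of 98, and in the EDL design 57.3% of 96 and 91.8% of 98. Of the unchanged miRNAs 10 of 200, 9 of 140 and 5 of 134 passed, and none when no miRNA was changed. A large share of the miRNAs was thus changed. With fewer changes the Benjamini-Hochberg threshold is stricter, so these rates do not give the recovery of sparse changes. In the comparison between tissues, 20 of 270 and 22 of 270 unchanged miRNAs passed, and 9 of 134 and 9 of 135 when only miRNAs detected in both tissues were tested.

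The alternatives set before the data were examined were other scalings (75th percentile over all probes, 90th percentile, quantile, none), normexp background correction with an offset of 50 on the median spot and background signals, since no mean spot signal is in the files, the scanner software's signal per miRNA, settings near the paper's methods, a floor of 1 or a doubled floor, other detection filters, the mean of all probes, slide as a block, all arrays in 1 fit with and without mouse as a block, trend and robust priors, the 2-fold criterion, the authors' series table and leaving out each array or mouse. Sums of the probe totals per miRNA, with and without the value of 0.1 kept for undetected miRNAs, the restriction to miRNAs detected in both tissues and, for differences between tissues, the requirement of both strains being measured in both were added after the data were seen. qRT-PCR values, predicted target genes and their pathways were not analysed here.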

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

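Of the tests in this part, the requirement that both strains of both tissues be measured, the 2 on the folds of Table 3, that of the spread across the Sfmbt2 families and that of the other arm of miR-342 were chosen only after the result was seen.

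On 7 of 150 sets of 4 arrays of 1 strain and tissue, each set holding the values of 1 miRNA, 1 array stood far from the other 3, and chance gives 7.5 at 1 in 20. Epithelial miRNAs were nearly absent from the nucleus accumbens array of high-active mouse 224. There miR-200b-3p had a log2 signal of 5.64 against a mean of 12.32 on the other 3 high-active arrays (gap to the nearest array 0.895 of the range) and miR-429-3p 5.34 against 11.93 (0.864). On the same array miR-342-5p was at 6.68 against 6.90 (0.917), still far above the signal floor at which all 3 low-active arrays stood. miR-7a-5p was lower on the nucleus accumbens array of high-active mouse 227, at 10.06 against 11.08 (0.935), and the erythroid miR-451a was higher on the soleus array of high-active mouse 223, at 12.69 against 11.99 (0.852). In the EDL, the dim array of low-active mouse 195 had the leukocyte miR-150-5p at 8.89 against 9.47 (0.962) and miR-20a-5p of the miR-17-92 cluster at 7.73 against 8.05 (0.845). No explanation was tested for these arrays.

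Whether the strain difference itself differs between tissues was tested with limma over all 19 arrays. Of the 38 (nucleus accumbens and soleus), 30 (nucleus accumbens and EDL) and 3 (soleus and EDL) miRNAs past this test, 9, 5 and 0 were well above background on at least 1 array of each strain in both tissues. For the others except miR-203-3p, among them miR-342-5p, miR-466b-3p, miR-467a-5p, miR-467e-5p, miR-467a-3p, miR-201-5p, miR-547-3p and miR-208b-3p, the signal floor hides any strain difference in a tissue, so no difference between tissues is shown. miR-203-3p was at least 2.93-fold lower in the high-active EDL, against -0.22 on the log2 scale in the nucleus accumbens. The size of its difference (nucleus accumbens minus EDL 1.61, adjusted p = 0.0414) rests on the floor in the high-active EDL, and the difference at the bound was not tested. Of the miRNAs named by the rule set before the data were examined, nucleus accumbens minus soleus was 1.07 for miR-376c-3p (adjusted p = 6.65e-04), -1.10 for miR-381-3p (adjusted p = 0.0117) and -0.82 for miR-300-3p (adjusted p = 0.0280). All 4 high-active nucleus accumbens arrays lay above all 3 low-active ones for miR-376c-3p, and all 4 high-active soleus arrays above both low-active ones for the other 2. Nucleus accumbens minus EDL was 0.65 for miR-181d-5p (adjusted p = 0.0326) and 0.64 for miR-181c-5p (adjusted p = 0.0403), with both high-active EDL arrays below all 4 low-active ones. The rest of the 9 and 5, named after their values were seen, were miR-296-5p (-1.55, adjusted p = 0.00246), miR-328-3p (-1.03), miR-149-5p (-0.77), miR-3102-3p (-0.73), miR-134-5p (-0.70) and miR-874-3p (-0.64) for nucleus accumbens minus soleus, and miR-3102-5p (-1.29), miR-874-3p (-0.86) and miR-382-3p (-0.77) for nucleus accumbens minus EDL. On simulated data this test called 20 of 270 and 22 of 270 unchanged miRNAs, more than its threshold allows for.

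Several miRNAs past the test at 2-fold or more are not listed in Table 3 for the tissue. Those of the nucleus accumbens, with all 4 high-active arrays below all 3 low-active ones, were miR-466b-3p (-1.49, at least 2.78-fold), miR-467e-5p (-1.18, at least 2.23-fold), miR-467a-5p (-1.15, at least 2.19-fold), miR-760-3p (-1.03), miR-7a-2-3p (-1.19), miR-3107-5p (-1.23) and mcmv-miR-M23-1-3p (-1.13, adjusted p = 0.0191), which is read by a probe for a mouse cytomegalovirus miRNA. In the soleus it was miR-1957a (-1.20, adjusted p = 0.0345), with all 4 high-active arrays below both low-active ones, none of the 4 being well above background (at least 1.98-fold). For these first 3 and miR-1957a the log2 value is set by the signal floor in high-active mice and only the bound is measured. Whether the viral probe reads viral or mouse RNA was not tested.

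Table 3 lists folds of 20 or more for 31 entries, and the scanner software detected none of the 31 on any array of the dimmer strain. With the probe totals summed per miRNA and 0.1 kept for an undetected miRNA, a setting chosen after the values were seen, the fold lay within 1.5-fold of the listed one for 31 of 31, while the ratio of unfloored spot signals did so for 0 of 27 (median 2.70, range 0.950 to 26.7) and could not be formed for 4, so the value of 0.1 is a candidate explanation for the size of the listed folds. Of 17 soleus miRNAs listed as lower by 20-fold or more, 2 had a low-active spot signal above the highest detection limit of a high-active array and 15 did not, so the brighter low-active soleus arrays may have placed part of these miRNAs on the detected side in low-active mice. A lower level in high-active mice stays open for these miRNAs, since a signal under the detection limit sets only a bound.

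For the Sfmbt2 families, lower in the high-active nucleus accumbens, the tables argue against slide as the source, since with slide as a block the list was lower at an adjusted p of 2.61e-07 from camera (2.25e-10 to 0.472 over the list's other settings with all arrays, the highest with an estimated correlation). A single abundant member read by the probes of all would shift all members alike, yet among the 11 members detected on every array the differences ran from -1.47 (miR-467b-5p) to -0.07 (miR-466i-5p), with an SD of 0.559 that 1 of 35 splits of the 7 arrays reached, the highest other SD being 0.498. For the p of the list, 1.39e-08 before adjustment, chance was not excluded, since 2 of 35 splits gave as small a p, the other at 3.57e-09 when mouse 227 was grouped with the 3 low-active mice and these 4 were higher than the other 3 high-active mice. For the count of 27 miRNAs past the test in the nucleus accumbens, though not for each miRNA, the splits argue against chance. Only 1 of 35 splits reached it, with 9 as the highest other count, though 1 of 35 is the smallest share that 7 arrays allow. The split that follows slide (mice 224, 227, 223 and 197) gave 2, while slide as a block left 13 of the 27. Cross-reading among near-identical members and a strain difference stay open.

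miR-342-3p was higher in high-active mice in each tissue. Slide does not account for it, since the smallest difference within a slide that held both strains was 2.23. A sequence variant under the probes of miR-342-3p alone would leave the other arm level, and miR-342-5p was at least 4.38-fold higher in the nucleus accumbens, with all 4 high-active arrays above all 3 low-active ones. A variant that changes the processing or the transcription of the whole miR-342 gene stays open, as does any other difference between the strains. Each activity level is 1 strain, so activity and strain cannot be separated in these samples, and no biological explanation was tested.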

How the results depend on the processing

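Sums of probe totals, with or without the value of 0.1 kept for undetected miRNAs, and the restriction to miRNAs detected in both tissues were chosen only after the data were seen.

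miR-342-3p passed in the nucleus accumbens under all 28 alternatives, those that leave out an array included (log2 fold change 1.98 to 2.52), in the soleus under 23 of 27 (1.62 to 2.66) and in the EDL under 20 of 26 (1.26 to 2.55), always higher in high-active mice. Of the other nucleus accumbens miRNAs, miR-342-5p passed under all 27 alternatives that tested it, miR-467b-5p under 27 of 28, miR-7a-2-3p under 13 of 28 and miR-7b-5p under 5 of 28. In the soleus miR-467b-5p passed under 19 of 24, miR-1957a under 9 of 24 and miR-3075-5p under 8 of 26. Over all named miRNAs and alternatives with all arrays, 3454 of 3748 values kept their side of the threshold, 291 of them with the other sign while not past it, 175 no longer passed, 112 newly passed and 7 reversed. miR-375-3p in the nucleus accumbens turned from -1.13 to 0.92 with the scanner software's signal per miRNA and 1.02 with settings near the methods, passing under neither, and miR-376c-3p from 1.44 to -1.04 and -0.94, both at an adjusted p under 0.05. That signal includes the total of another miRNA for part of the miRNAs, and with the probe totals summed per miRNA the values were -1.74 and 1.66. miR-3075-5p in the soleus turned from -0.96 to 0.10 with normexp, 0.54 with the scanner software's signal and 0.27 with settings near the methods, and the cause was not tested.

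The number of miRNAs past the test was 27 in the nucleus accumbens, 4 in the soleus and 1 in the EDL, and counts below follow that order. Within 1.5-fold of these in all 3 tissues were only a 90th percentile (23, 4 and 1), detection on every array of a strain (31, 4 and 1), the mean of all probes (19, 4 and 1) and trend and robust priors (32, 4 and 1). Scaling over all probes gave 20, 2 and 3, quantile normalization 16, 6 and 2, and no scaling 4, 52 and 2. Normexp gave 7, 10 and 0 (5 in the EDL at an unadjusted p under 0.05 from limma), the scanner software's signal 13, 18 and 4, and settings near the methods 11, 21 and 5. A floor of 1 gave 25, 4 and 2, and a doubled floor 15, 1 and 3. Without a filter 12, 2 and 0 passed (27 in the EDL at an unadjusted p under 0.05), and with detection on every array 18, 1 and 0 (12 in the EDL). The series table gave 12, 22 and 9, the probe totals 24, 27 and 5, and the probe totals with the undetected value kept 13, 22 and 9. The criterion of 2-fold left 15, 2 and 1, by its construction. Calls shared with the 27 of the nucleus accumbens were 17 for scaling over all probes, 15 for quantile normalization, 4 for no scaling, 7 for normexp, 8 for the scanner software's signal, 6 for settings near the methods and 7 for the series table. For counts that moved, other than by the criterion of 2-fold, the cause was not tested.

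The balance of directions moved with the scaling. The median over all miRNAs was -0.11, -0.01 and 0.02 in the 3 tissues, and became 0.10, 0.18 and 0.21 with scaling over all probes, 0.24, -0.68 and 0.04 without scaling, and -0.19, 0.25 and -0.03 with normexp. Without scaling 1 soleus miRNA was higher and 51 lower, with normexp 10 were higher and 0 lower (8 lower at an unadjusted p under 0.05 from limma).

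With slide as a block 13, 0 and 2 miRNAs passed (50 in the soleus at an unadjusted p under 0.05), and all 13 were among the 27. All 19 arrays in 1 fit gave 60, 16 and 8, both with mouse as a block and with no block, so the block did not change these counts, and 25 of the 60 were among the 27. The cause of the higher counts was not tested.

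Between tissues the strain difference differed for 38 (nucleus accumbens and soleus), 30 (nucleus accumbens and EDL) and 3 (soleus and EDL) miRNAs. Quantile normalization gave 25, 19 and 5 and the scanner software's signal 23, 15 and 9, and the probe totals gave 12 for soleus and EDL. Among miRNAs detected in both tissues of a pair 7, 2 and 0 passed (26 for soleus and EDL at an unadjusted p under 0.05 with all miRNAs). The restriction tests fewer miRNAs by its construction, and for the other settings the cause was not tested. Counts without a block or with slide as a block stayed within 1.5-fold.

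The Sfmbt2 list had an adjusted p of 1.81e-07, 0.0873 and 4.55e-06. An estimated correlation gave 0.472 in the nucleus accumbens and 0.547 in the EDL, and in the soleus slide as a block gave 0.00269 and the probe totals 0.0370. The ranges over settings with all arrays were 2.25e-10 to 0.472, 0.00269 to 0.750 and 3.65e-07 to 0.547. The cause was not tested, except that camera allows for more shared variation with an estimated correlation. miR-99b-5p passed under none of its alternatives in any tissue, though in the nucleus accumbens it ran from 0.00166 to 0.44 (0.06 as reported), in the soleus from -0.57 without scaling to 0.44 with settings near the methods (0.14), and in the EDL from -0.07 to 0.30 (0.10).

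Leaving out 1 array gave 8 (without mouse 195) to 31 (without mouse 225) miRNAs in the nucleus accumbens, with 10 without mouse 194, 11 without 197, 14 without 223 and 17 without either 224 or 227. In the soleus it gave 0 without mouse 194 or 195 (26 and 31 at an unadjusted p under 0.05 from limma) to 9 without 224, with 1 without 227, 2 without 225 and 6 without 223. In the EDL it gave 0 without mouse 225, 227 or 194 (7, 9 and 17 at an unadjusted p under 0.05) to 4 without 195. Where 1 array is left in a strain, it is assumed to vary like the other strain. Leaving out 1 mouse gave 17 to 46, 15 to 40 and 2 to 4 miRNAs between tissues. The lowest counts came without mouse 194, and nucleus accumbens against EDL also fell to 18 without 227. The list's adjusted p ran from 1.13e-09 to 0.0311, from 0.000683 to 0.470 and from 2.52e-07 to 0.000218, and in the soleus it passed without mouse 223 alone.

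Signal over background limits the rest. A miRNA at the signal floor in a strain has a bound in place of a fold, and doubling the floor lowered the nucleus accumbens count to 15.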

Differences from the paper's values

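The 2 settings with summed probe totals were chosen only after the values were seen, and the other settings were set before the data were examined.

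At the paper's thresholds (adjusted p under 0.05 and 2-fold or more), 2 miRNAs passed in the soleus, miR-342-3p and miR-1957a (whose bound is at least 1.98-fold), against the paper's 20. The count came within 1.5-fold of the paper's with no scaling (29), the scanner software's signal per miRNA (18), settings near the methods (21) and the authors' series table (22). Of the paper's own 20 miRNAs, no scaling called 4 (3 at 2-fold), and the other settings just named called 15, 18 and 20. The count came within 1.5-fold with none of the others set before the data were examined: scaling over all probes, the 90th percentile, quantile normalization, normexp, a floor of 1, a doubled floor, no filter, detection on every array, detection on every array of a strain, the mean of all probes, slide as a block, all arrays with or without mouse as a block, and trend and robust priors.

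In the EDL 1 miRNA passed at these thresholds against the paper's 8. The series table gave 9, which is within 1.5-fold. The other alternatives set before the data were examined did not come within it, the nearest being settings near the methods (5) and the scanner software's signal (4). The probe totals with the undetected value kept, chosen after the values were seen, gave 9.

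Of the Sfmbt2 families 0 miRNAs passed at 2-fold in the soleus against the paper's 4, and 1 of 13 members had an unadjusted p under 0.05 from limma. miR-467b-5p passed the test from limma at a floored fold of 1.83. Only a bound of at least 1.57-fold is measured for it, so a decrease of 2-fold or more is not excluded. No scaling (3), settings near the methods (4) and the series table (4) came within 1.5-fold of the paper's count, and the other alternatives set before the data were examined did not, among them the scanner software's signal (2). Of the 2 chosen after the values were seen, the probe totals gave 3 and those with the undetected value kept 4.

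miR-375-3p was 2.19-fold lower in the high-active nucleus accumbens against the paper's 4-fold. The series table gave 3.55-fold, which is within the limits set for a difference, and none of the other alternatives set before the data were examined did. Of the 2 chosen after the values were seen, the probe totals gave 3.33-fold and those with the undetected value kept 3.47-fold, both within these limits. With the scanner software's signal and with settings near the methods the direction was the opposite.

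The probe totals with the undetected value kept, chosen after the values were seen, gave 13, 22 and 9 miRNAs in the nucleus accumbens, soleus and EDL against the paper's 13, 20 and 8, and drop 0 of the paper's own miRNAs. The probe totals with the floor and filter of the spot signals, also chosen after the values were seen, gave 20 in the soleus and 5 in the EDL at 2-fold, and leave out 0 of the paper's 13, 4 of its 20 and 5 of its 8 miRNAs at an adjusted p under 0.05.

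Of the miRNAs in Table 3, 8 of 13 passed in the nucleus accumbens, 2 of 20 in the soleus and 1 of 8 in the EDL, each in the listed direction. Of those that did not, 4, 13 and 4 were detected on too few arrays to be tested. Tested and not past the threshold were miR-5117-5p in the nucleus accumbens (adjusted p = 0.0614 from limma), 5 in the soleus, among them miR-148a-3p (adjusted p = 0.0578), miR-5117-5p (adjusted p = 0.296) and miR-1927 (adjusted p = 0.409), and 3 in the EDL, among them miR-205-5p (adjusted p = 0.643). With the series table 12, 20 and 8 of the listed miRNAs passed, with settings near the methods 11, 18 and 4, and with the scanner software's signal 11, 15 and 2 in the listed direction. miR-5117-5p in the nucleus accumbens passed under these 3, under the probe totals, and with a floor of 1, detection on every array of a strain, all arrays with or without mouse as a block, trend and robust priors, and without high-active mouse 225. In the soleus miR-148a-3p passed with the 90th percentile, quantile normalization, no scaling, all arrays with or without mouse as a block, the scanner software's signal, the series table, the probe totals and without high-active mouse 223. miR-5117-5p passed there with a floor of 1, normexp, the scanner software's signal, settings near the methods, the series table and the probe totals, and miR-467a-3p with no scaling and the last 4 of these. miR-1927 and miR-193a-5p passed with those 4. In the EDL miR-205-5p passed with settings near the methods, the series table and the probe totals, and miR-1957a and miR-5118 with the series table and with the probe totals that keep the undetected value.

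For 18 of the 41 entries (2, 13 and 3 by tissue) neither strain allowed a fold. Of the 23 others, 13 gave a bound, none of which exceeds the paper's fold, and 10 were measured in both strains, of which 9 lay within the paper's values and 1, miR-375-3p, did not. miR-342-3p was 4.39-fold, 5.14-fold and 5.07-fold higher in the 3 tissues, against the paper's 4, 5 and 5.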

Other observations

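No test in this part was chosen after its result was seen.

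Cell types other than the main ones of each tissue also carry miRNAs of their own, and lists of such miRNAs were compared between the strains. Red-cell miRNAs in the nucleus accumbens had a median log2 difference of -0.90 (2 measured, adjusted p = 0.349 from camera), and miR-451a (-1.34, adjusted p = 0.149 over all miRNAs from limma) was lower when adjusted over the list alone. The muscle miRNAs found there had a median of -0.76 (3 measured, adjusted p = 0.591), the leukocyte miRNAs -0.10 (3 measured, adjusted p = 0.724), the vascular miRNAs 0.09 (4 measured, adjusted p = 0.349) and the choroid plexus miRNAs 0.09 (3 measured, adjusted p = 0.591). The let-7 family had -0.02 (12 measured, adjusted p = 0.349), the miR-17-92 cluster 0.12 (5 measured, adjusted p = 0.156) and the miRNAs named for the response to training 0.06, with a mean of -0.15 (6 measured, adjusted p = 0.591). The medians of the leukocyte, choroid plexus, let-7, miR-17-92 and training lists changed sign between scalings, and those of the others did not.

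In the soleus, no list passed and, but for the slow-fibre miRNAs, every list's median changed sign between scalings. The medians were 0.07 for the Dlk1-Dio3 cluster (27 measured, adjusted p = 0.208 from camera), 0.03 for muscle miRNAs (9 measured, adjusted p = 0.208), of which miR-208b-3p was higher over the list alone, -0.09 for brain miRNAs (5 measured, adjusted p = 0.656), of which miR-132-3p (0.49, adjusted p = 0.0914 over all miRNAs from limma) was higher over the list alone, and -0.79 for epithelial miRNAs (2 measured, adjusted p = 0.208). They were 0.34 for red-cell (2 measured, adjusted p = 0.959), 0.28 for leukocyte (4 measured, adjusted p = 0.208), 0.20 for vascular (4 measured, adjusted p = 0.545), -0.21 for endocrine (2 measured, adjusted p = 0.299) and 0.07 for choroid plexus miRNAs (2 measured, adjusted p = 0.916). They were 0.07 for the let-7 family (11 measured, adjusted p = 0.590), 0.19 for the miR-17-92 cluster (4 measured, adjusted p = 0.472) and -0.02 for the training miRNAs (6 measured, adjusted p = 0.916).

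In the EDL, epithelial miRNAs had a median of -1.65 (2 measured, adjusted p = 0.00560 from camera, adjusted p = 0.547 with an estimated correlation), neither being well above background in high-active mice (at least 2.93-fold and 2.26-fold lower), and between -1.65 and -0.65 over the scalings and background corrections. The other medians were 0.08 for brain (4 measured, adjusted p = 0.566), 0.17 for red-cell (2 measured, adjusted p = 0.566), 0.37 for leukocyte (4 measured, adjusted p = 0.214), 0.31 for vascular (4 measured, adjusted p = 0.214), 0.19 for endocrine (2 measured, adjusted p = 0.566) and 0.30 for choroid plexus miRNAs (2 measured, adjusted p = 0.566), 0.05 for the let-7 family (11 measured, adjusted p = 0.610), 0.11 for the miR-17-92 cluster (6 measured, adjusted p = 0.336) and 0.08 for the training miRNAs (6 measured, adjusted p = 0.555). Only that of the let-7 family changed sign between scalings. No member of a list passed singly over all miRNAs in a tissue for which this part gives that list.

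The columns of the authors' series table have medians of 0.21, -0.09, 0.09 and 0.09 for high-active soleus mice 223, 224, 227 and 225, and -0.14 and -0.06 for low-active mice 194 and 195. In the EDL they are -0.31 and 0.33 for high-active mice 225 and 227, and -0.28, 0.00215, -0.00215 and 0.75 for low-active mice 197, 196, 194 and 195. Those of the nucleus accumbens are -0.06, 0, -0.40 and 0.05 for high-active mice 224, 227, 223 and 225, and -0.05, 0.23 and 0.13 for low-active mice 197, 195 and 194.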
